# Dual RNA-seq of Parasite and Host Reveals Gene Expression Dynamics during Filarial Worm–Mosquito Interactions

**DOI:** 10.1371/journal.pntd.0002905

**Published:** 2014-05-22

**Authors:** Young-Jun Choi, Matthew T. Aliota, George F. Mayhew, Sara M. Erickson, Bruce M. Christensen

## Abstract

**Background:**

Parasite biology, by its very nature, cannot be understood without integrating it with that of the host, nor can the host response be adequately explained without considering the activity of the parasite. However, due to experimental limitations, molecular studies of parasite-host systems have been predominantly one-sided investigations focusing on either of the partners involved. Here, we conducted a dual RNA-seq time course analysis of filarial worm parasite and host mosquito to better understand the parasite processes underlying development in and interaction with the host tissue, from the establishment of infection to the development of infective-stage larva.

**Methodology/Principal Findings:**

Using the *Brugia malayi*–*Aedes aegypti* system, we report parasite gene transcription dynamics, which exhibited a highly ordered developmental program consisting of a series of cyclical and state-transitioning temporal patterns. In addition, we contextualized these parasite data in relation to the concurrent dynamics of the host transcriptome. Comparative analyses using uninfected tissues and different host strains revealed the influence of parasite development on host gene transcription as well as the influence of the host environment on parasite gene transcription. We also critically evaluated the life-cycle transcriptome of *B. malayi* by comparing developmental stages in the mosquito relative to those in the mammalian host, providing insight into gene expression changes underpinning the mosquito-borne parasitic lifestyle of this heteroxenous parasite.

**Conclusions/Significance:**

The data presented herein provide the research community with information to design wet lab experiments and select candidates for future study to more fully dissect the whole set of molecular interactions of both organisms in this mosquito-filarial worm symbiotic relationship. Furthermore, characterization of the transcriptional program over the complete life cycle of the parasite, including stages within the mosquito, could help devise novel targets for control strategies.

## Author Summary

In a parasitic relationship, both host and parasite genotypes influence the parameters of their relationship. Previous studies examining host-parasite systems have examined the effects of the genotype of the host or the parasite on the relationship, but due to limitations of technology, have rarely examined interactions between the two genotypes. Here, we utilized a dual RNA sequencing (RNA-seq) approach to examine the entirety of the known transcriptomes and their interactions in the dynamic process of filarial worm development in the mosquito. In addition, the unprecedented sequencing depth achieved with this technology allowed us to compare, for the first time, parasite gene expression of larval developmental stages within the intermediate host with those life cycle stages found within the mammalian definitive host. These data provide a strong foundation for understanding how *Brugia malayi* interacts with its vector's transcriptome temporally during its complex life cycle and also simultaneously provides information on how *Aedes aegypti* responds to filarial worm infection. These data are extremely valuable for future studies of the underlying mechanisms of this mosquito-filarial worm relationship.

## Introduction

Human lymphatic filariasis (LF) is one of the most debilitating of the neglected tropical diseases, causing severe morbidity as a result of stigmatizing and disabling clinical manifestations (e.g., elephantiasis and hydrocele) [1], [2]. LF results from infection with several species of mosquito-borne filarial nematodes, including *Wuchereria bancrofti*, *Brugia malayi*, or *Brugia timori*; but *W. bancrofti* is responsible for 90% of LF infections worldwide. Mosquitoes belonging to a number of different genera, including *Culex*, *Aedes*, *Mansonia*, *Anopheles*, and *Armigeres*, can serve as competent vectors. In susceptible mosquitoes, ingested microfilariae (mf) traverse the midgut epithelium and migrate to the indirect flight muscles. Migration to the head and proboscis occurs after a series of larval molts to the infective third stage (L3), which occurs in thoracic muscle cells. The L3 is then passed to the vertebrate host when the infected mosquito takes a bloodmeal [3], [4].

The ability of certain mosquito species to ingest mf of filarial worm parasites and to support their development after ingestion is an important determinant of filarial parasite transmission [5]. Interactions between mosquitoes and filarial worms can range from an almost benign commensal relationship between organisms [3], to a fatal competition resulting in death of the host [6], or to a fatal competition resulting in death of the parasite [7]. Larval development within individual flight muscle cells therefore implies a highly intimate interaction between host and parasite, and often times the number of L3s developing from ingested mf is not constant [3], [8], [9]. For mf to successfully reach the L3 stage, host tissue must provide all of the nutritional needs of the rapidly growing nematodes, while simultaneously surviving the mechanical damage caused by nematode migration and development. As a result, infection processes accompany histological changes in host muscle fibers, ranging from depletion of glycogen granules to swelling and disintegration of nuclei or mitochondria (likely altering the metabolism of these organelles) to a complete cellular degeneration following the exit of L3s [10], [11].

It is well accepted that the study of inter-species interactions are fundamental to understanding the biology of vector-borne parasites [12]–[14], and the filarial worms that cause LF are no exception. In humans, the interactions these parasites engage in with host tissue and the immune system dictate the pathobiology of LF [15], [16]. And as mentioned, the interactions between filarial worms and their mosquito intermediate hosts determine the course of parasite development to the infective-stage. Previous efforts to understand factors that influence the developmental success of filarial worms in their mosquito vectors have led to a deeper appreciation of the complexity of the parasite-host interplay (e.g., [3], [4], [17]); however, the inability to make quantitative, molecular-level observations of the parasite and the host, simultaneously, during infection continues to limit our ability to develop a coherent understanding of the fine-grained details mediating filarial worm-mosquito interactions. Past studies have been essentially one-sided investigations focusing on either of the partners. And, most have focused on host factors while failing to take parasite activity into explicit consideration. As a consequence, filarial worm molecular processes underlying development in, and interaction with, the mosquito host tissue remain poorly described. By its very nature, parasite biology cannot be understood without integrating it with that of the host, nor can the host response be adequately explained without considering parasite activity.

Accordingly, we initiated transcriptome profiling studies to assess the whole set of molecular interactions of both organisms involved in the dynamic symbiotic processes of filarial worm development in the mosquito. Advances in sequencing-based approaches to quantitative transcriptome profiling (RNA-seq) facilitated direct, integrated analysis of mixed-species samples obtained from *in vivo* infections [18], in which host tissue samples often contained minute quantities of parasite material. With the increase in sequencing depth, RNA-seq offered improved levels of sensitivity and dynamic range of detection, without the need of predefined species-specific probes (or selective amplification of parasite RNA) and reliance on hybridization of targeted oligonucleotides (e.g., northern blotting, RT-PCR and microarrays). Here, we present a time-resolved dual RNA-seq analysis of *B. malayi*-*Aedes aegypti* interactions, which investigated the temporal organization of transcriptional events in both nematode and mosquito tissue from the establishment of infection to after infective-stage parasites had completed development in the mosquito. We report that parasite gene transcription dynamics exhibited a highly ordered developmental program consisting of a series of cyclical and state-transitioning temporal patterns, and we contextualized this parasite developmental program in relation to the concurrent dynamics of the host tissue transcriptome. Furthermore, we critically evaluated parasite gene expression changes during the heteroxenous life-cycle of *B. malayi* by comparing mRNA abundance in larval stages within the intermediate host relative to developmental stages within the mammalian definitive host in order to provide information on the transcriptomic features underpinning the mosquito-borne parasitic lifestyle.

## Methods

### Ethics statement

This study was carried out in strict accordance with recommendations set forth in the National Institutes of Health *Guide for the Care and Use of Laboratory Animals*. All animals and animal facilities were under the control of the School of Veterinary Medicine with oversight from the University of Wisconsin Research Animal Resource Center. The protocol was approved by the University of Wisconsin Animal Care and Use Committee (Approval #A3368-01).

### Mosquito strains and colony maintenance

*Ae. aegypti* used in this study were maintained at the University of Wisconsin-Madison as previously described [19]. *Ae. aegypti*, black-eyed Liverpool (LVP) strain supports the development of *B. malayi* mf to L3 [20]. The RED strain is a multiple marker strain previously used in quantitative trait loci (QTL) mapping of filarial worm susceptibility to *B. malayi* [21], [22] and does not support the development of *B. malayi* to L3 [23]. Three- to four-day-old mosquitoes were used for blood feeding and sucrose starved for 14 to 16 hours prior to this event.

### Exposure to infective blood meal

Mosquitoes were exposed to *B. malayi* (originally obtained from the University of Georgia NIH/NIAID Filariasis Research Reagent Resource Center) by feeding on ketamine/xylazine anesthetized gerbils, *Meriones unguiculatus*. The same animals were used for both biological replicates. Microfilaremias were determined, using blood from orbital punctures, immediately before each feeding and ranged from 90–204 mf per 20 µl of blood. Control mosquitoes were exposed to anesthetized, uninfected gerbils. Mosquitoes that fed to repletion were separated into 30×30×30 cm colony cages and maintained on 0.3 M sucrose in an environmental chamber at 26.5°±1°C, 75±10% relative humidity, and with a 16∶8 hour light∶dark photoperiod with a 90 minute crepuscular period at the beginning and end of each light period.

### Mosquito collection and verification of parasite infection

The sample groups were defined by the time post exposure (PE) to the infective blood meal, and thoracic tissues were collected every 24 hours from mosquitoes exposed to an infected or uninfected blood meal. Thoracic tissues were collected for four (RED) and eight (LVP) consecutive days, and also from non-blood-fed mosquitoes at the time of exposure (i.e., time-zero sample). For each time point, 30 thoraces were collected per strain per condition. Dissected tissues were immediately flash-frozen in microfuge tubes on dry ice and stored at −80°C until RNA isolation. At 8 days PE, an additional 30 mosquitoes for each strain were dissected, and the head, thorax, and abdomen were examined microscopically as described previously [4] to estimate infection intensity and prevalence (Table 1). The bootstrap confidence interval of Efron and Tibshirani was used to calculate 95% confidence intervals for mean intensity [24]. A complete set of replicate samples was collected using a distinct generation of mosquitoes blood-fed on the same infected animals in an independent exposure to take into account stochastic variations.

**Table 1:** Infection prevalence and intensity of *Brugia malayi* in *Aedes aegypti* during the generation of the present dataset.

Biological Replicate	*Aedes aegypti* strain	Prevalence (n = 30)*	Mean intensity (CI)†
1	LVP	93.3%	14.7 (12.0–17.3)
	RED	6.7%	1.0
2	LVP	97.0%	14.5 (12.4–17.3)
	RED	0%	0.0

*Parasites were observed during mosquito dissections by microscopy at 8 days after exposure to microfilaremic blood (90–204 mf per 20 µl).

† CI, Bootstrap 95% Confidence Interval for mean intensity.

### RNA isolation

Total RNA was isolated from female *Ae. aegypti* thoraces using the MasterPure RNA Purification Kit (Epicenter, Madison, WI), which included built-in Proteinase K and DNase treatments. A Labgen7b electric tissue grinder (Cole-Parmer, Vernon Hills, IL) was used for tissue homogenization, and RNA purity and concentration were determined spectrophotometrically (NanoDrop ND-1000; Thermo Scientific, Waltham, MA). For all samples, RNA integrity was visually assessed by denaturing gel electrophoresis using GelRed staining (Phenix Research Products, Candler, NC) and further confirmed by Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA). Only quality intact RNA was used for RNA sequencing.

### Illumina library preparation and sequencing

Multiplex sequencing libraries were generated from 10 µg total RNA (per library) using Illumina's mRNA-seq sample prep kit and multiplexing sample preparation oligonucleotide kit (Illumina Inc., San Diego, CA) following the manufacturer's instructions. Separate libraries were constructed for each replicate sample from infected mosquitoes. Equal amounts of total RNA were pooled from replicates prior to library construction for uninfected blood-fed and non-blood-fed samples. Cluster amplification was performed on the Illumina cBOT following the manufacturer's protocol. Sequencing-by-synthesis on the Illumina Genome Analyzer IIx generated 2×50 bp paired-end reads. CASAVA v1.7 was used for de-multiplexing, and sequence quality was assessed based on %GC content, average base quality and sequence duplication levels.

### Multiplexing

To minimize the confounding effects of lane-to-lane or run-to-run technical variations, instead of sequencing each library using a single lane, libraries were sequenced over a number of lanes and runs by the use of Illumina's multiplexing capability [25]. The Illumina Genome Analyzer IIx platform allowed 12 different sequencing libraries to be multiplexed in a single lane, and 7–8 separate lanes were available during each sequencing run. Because the total number of unique libraries exceeded the maximum number of usable indices, each index was used to label multiple libraries according to the scheme outlined in Figure 1. Generation of sequence reads using these combinations of libraries (occupying 6 of the lanes during each run) contributed to a more robust dataset for longitudinal as well as cross-sectional analyses.

**Figure 1:**
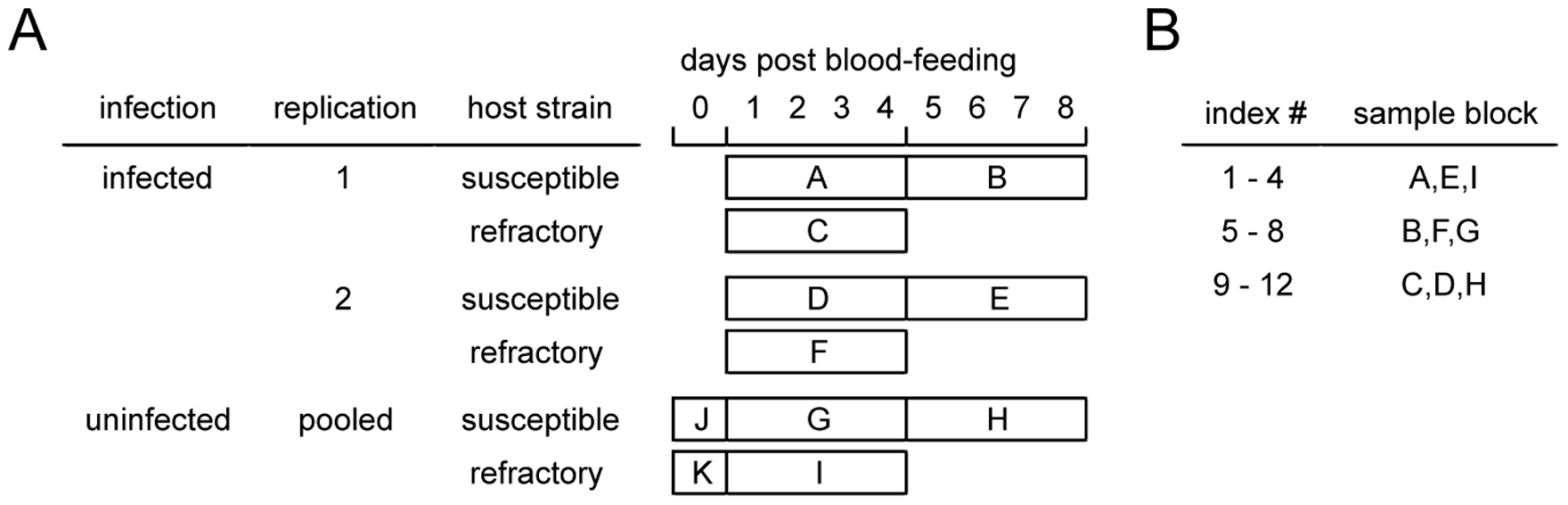
Multiplexing scheme. (**A**) Description of sequencing libraries. Except for J and K, each sample block (A through I) represents 4 distinct libraries. The following combinations of sample blocks were multiplexed without indexing conflicts: [A, B, C], [D, E, F], [G, H, I], [A, D, G], [B, E, H] and [C, F, I]. Susceptible, *Aedes aegypti* LVP; Refractory, *Aedes aegypti* RED. (**B**) Indices #1–12 were used to tag specific sample blocks. Index #1, for example, was used to tag the first library of the sample blocks A, E, and I, where each block consisted of 4 individual libraries of sequential time points. This scheme allowed multiplexing of 12 libraries from the sample blocks A, B, and C in a single lane, and also a different combination of 12 libraries from the sample blocks A, D, and G in a single lane.

### Sequence alignment and transcript quantification

Sequence reads from technical replicates (i.e., reads from the same library but sequenced in different lanes and runs) were combined per library prior to mapping as they shared the same insert-size distribution. Alignment to the combined genomes of *Ae. aegypti* [VectorBase: AaegL1] and *B. malayi* [GenBank:DS236884-DS264093] was performed using TopHat v1.0.14, a splice junction mapper built upon the short read aligner Bowtie [26], [27]. The pipeline utilized exon records in the genome annotation to build a set of known splice junctions for each gene model, complementing its *de novo* junction mapping algorithm. Low quality alignments with mapping quality scores less than five were removed before downstream analyses [28], [29]. Reads aligned to exonic regions were enumerated for each gene model using the HTSeq package (v0.4.7) in Python ((www-huber.embl.de/users/anders/HTSeq). A set of paired-end reads were counted as one fragment to represent a single sampling event, and reads overlapping more than one gene model were counted as ambiguous with the mode parameter set as “union”. In addition, previously published *B. malayi* sequence reads (ArrayExpress accession number: E-MTAB-811) were aligned and quantified using an identical analysis pipeline to facilitate comparative analysis of mosquito vs. mammalian life-cycle stages [30].

### Differential transcription analysis

The RNA-seq data were prepared according to “minimum information about a high-throughput sequencing experiment” (MINSEQE) recommendations, deposited in the Gene Expression Omnibus (GEO) database, and can be accessed via the web [accession number GSE53664]. Statistical analysis of count data was performed with edgeR in Bioconductor [31]–[33]. Genes were retained for analysis if read counts were greater than 0.5 counts per million (cpm) in at least two libraries and the overall within-replicate negative binomial dispersion was lower than 0.5. Count data were normalized to account for compositional biases using trimmed mean of M (TMM) method, in addition to adjusting for differing library sizes [34]. Generalized linear models (GLM) with explanatory variables of host strain, infection status and time was fit to the count data for each mosquito gene, and the biological coefficient of variation (BCV) was inferred using the Cox-Reid profile-adjusted likelihood method [33]. For the analysis of filarial worm genes, only the host strain and time were included as factors in the GLM. Information sharing was used so that genes could take individual values for the BCV, but stabilized towards a common value [31]. To identify parasite and host genes that were differentially transcribed between any of the time points (within each time-series), we used nested interaction models, and conducted an ANOVA-like test for any differences by testing for multiple coefficients being equal to zero. Using full interaction models, we then assessed host genes that responded differently at any of the time points in the infected host relative to the uninfected host. Similarly, we tested parasite genes for differential transcription at any of the time points in the susceptible host (LVP) relative to the refractory host (RED). Adjusted p-values were reported after correction for multiple testing using the Benjamini and Hochberg method [35].

### Clustering of temporal expression profiles

All data were transformed using a log_2_ fold-change, and because log fold-change (logFC) estimates for genes with small read counts can be highly variable, we moderated logFC estimates using the ‘preFC’ function in edgeR. Thus, undefined values were avoided and poorly defined fold-changes for low counts were shrunk towards zero. We then used logFC values between sequential time points for each gene as a basis for clustering. After median-centering, K-means clustering was performed using a (uncentered) Pearson correlation as a distance metric to group and summarize expression profiles into common temporal patterns. Figure of merit (FOM) plots were utilized in determining the appropriate number of clusters to ensure informative partitioning [36]. Using goseq in Bioconductor, Gene Ontology (GO) terms (or KEGG pathways) statistically over-represented in each cluster were compiled to help interpret the biological implications of the expression patterns [37]. To assist in interpretation and visualization, we systematically summarized significant GO terms into a representative subset using an algorithm implemented in REVIGO (revigo.irb.hr) that relies on semantic similarity measures (16). GO annotation was retrieved from UniProtKB-GOA [38] and VectorBase [39].

### Multi-dimentional scaling (MDS) plot of transcriptional profiles

MDS plot (a type of unsupervised clustering) was generated in edgeR to analyze sample relationships. Distances between each pair of RNA-seq profiles corresponded to the average (root-mean-square) of the top 500 largest absolute logFC between each pair of samples.

## Results and Discussion

### Dual RNA-seq approach to analyzing parasite-host system

To study gene expression dynamics during filarial worm-mosquito interactions using RNA-seq, we collected thoracic tissue samples from *Ae. aegypti* (LVP) exposed to either a *B. malayi*-infected or uninfected bloodmeal. Thoracic tissue samples were collected every 24 hours after exposure for eight days, and also from non-blood-fed mosquitoes at the time of exposure. 

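RNA from thoraces was analysed here in 38 libraries. LVP mosquitoes that took an infected bloodmeal gave 2 replicate libraries on each of days 1 to 8, 16 in all, and RED mosquitoes gave 2 on each of days 1 to 4, 8 in all. The replicates were separate generations of mosquitoes. For uninfected blood-fed mosquitoes the RNA of the replicates was pooled before library construction, so that LVP had 8 and RED 4 uninfected libraries, 1 per day, and the 2 strains had 1 non-blood-fed library each. The uninfected groups therefore carry no replicate error of their own. The values the authors deposited are FPKM per gene, listed separately for 17113 host genes and 11440 parasite genes, and they already include a scaling factor per library. Values of a gene stood in whole-number ratios between libraries once 1 factor per library was taken out, which allowed the fragments behind each value to be worked out. The worked-out host fragments per library ranged from 14881465 to 29160095 in infected LVP (median 17890707), from 22093888 to 32072672 in infected RED (median 24980368), from 11542634 to 22147576 in uninfected LVP (median 15859180) and from 13451870 to 21453706 in uninfected RED (median 18170597), the non-blood-fed libraries included. Parasite fragments were far fewer, from 27771 to 1561748 in LVP (median 632531) and from 14461 to 39737 in RED (median 29009).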

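Genes were tested with limma on log2(FPKM + pseudocount), with a pseudocount of 1 for host and 10 for parasite genes, after removing genes that did not exceed 0.5 cpm (counts scaled to a common library total) in at least 2 libraries. A fold change on this scale understates the change of genes with low values. Parasite libraries were weighted by the counting error that their depth gives, and host libraries had equal weights. P-values were adjusted by the Benjamini-Hochberg method. The paper's filter on dispersion and its negative binomial model were not applied. The test was chosen to fit the deposited unit, FPKM, although fragments could be worked out.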

LVP is a genetically selected susceptible strain that supports the complete development of *B. malayi* to the infective stage [20]. In addition, a matching set of tissue samples was concurrently collected for four days using refractory *Ae. aegypti* (RED) to comparatively evaluate the transcriptome dynamics in an incompatible parasite-host association (Table 1). In this refractory mosquito, *B. malayi* mf traverse the midgut and become intracellular within the thoracic musculature, but after reaching their site for development, parasites fail to develop and die within a few days [23].

Poly(A)-selected mRNA samples isolated from these tissues were subjected to Illumina sequencing (38 libraries across 48 lanes), and the resulting paired-end reads (2×50 bp) were aligned to the combined genomes of *Ae. aegypti* and *B. malayi* using a splice-junction aware aligner. Out of 1.17 billion sequenced reads, 987 million reads (84%) mapped unambiguously to the reference genomes (Figure 2). In the susceptible mosquito (LVP), the proportion of parasite reads relative to host reads increased from 0.1 to 9.0% during the course of infection, consistent with nematode growth from mf to L3 ([40] and Figure 3). 

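The parasite/host ratio of worked-out fragments in LVP was 0.110% ± 0.0209 (SD, n = 2) on day 1, 0.617% ± 0.0177 on day 2, 1.84% ± 0.393 on day 3 and 3.26% ± 0.500 on day 4. It reached 5.24% ± 1.62 on day 5 and 8.53% ± 1.87 on day 6, and was 7.93% ± 2.14 on day 7 and 3.63% ± 0.348 on day 8. The value of day 6 was 77.6 times that of day 1. Day 7 was below day 6 in replicate 1 (6.42% and 7.21%) and in replicate 2 (9.44% and 9.85%), and their means differed by less than the spread between replicates. On day 8 both replicates (3.88% and 3.39%) lay below both replicates of days 6 and 7. With 2 replicates per day no test between days was made. Leaving out the 10 most abundant host genes of each library moved the day 6 to day 1 ratio most, to 47.4. The paper relates the rise to the growth of the nematode from mf to L3.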

Interestingly, these data suggested that during larval development leading up to the first molt (days 1–4) the rate of increase in the parasite's total mRNA output substantially exceeded that of body growth. This burst of transcriptional activity coincided with the initiation of tissue and organ differentiation following recovery from a developmental arrest during the mf stage. 

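Relative to day 1, the parasite/host ratio in LVP was 5.6 times as high on day 2, 16.7 times on day 3 and 29.6 times on day 4. The replicate ratios on day 4 were 2.91% and 3.62%, against 0.110% ± 0.0209 (SD, n = 2) on day 1. Host fragments per library were 29160095 and 24196480 on day 1 and 23971831 and 19453365 on day 4. The top 10 host genes held 48.34% and 40.48% of the host fragments in the infected LVP libraries of day 1, and 8.88% and 9.05% on day 4. The ratio carries that change in the host because it takes host output as constant. Without the top 10 host genes, the ratio relative to day 1 was 3.73 and 3.19 on day 2 in replicates 1 and 2. It was 12.53 and 8.24 on day 3, and 17.31 and 18.96 on day 4. Body volume was not analysed here.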

In the refractory mosquito (RED), the proportion of parasite reads remained at 0.1% and declined to lower levels by day 4, consistent with the observed failure of parasite development and survival (Figure 3).

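In RED the parasite/host ratio was 0.111% ± 0.0515 (SD, n = 2) on day 1, 0.127% ± 0.0237 on day 2, 0.121% ± 0.00185 on day 3 and 0.0728% ± 0.0104 on day 4. Days 1 to 3 differed by less than the spread between replicates. Both replicates of day 4 (0.0802% and 0.0655%) lay below both replicates of days 2 and 3. The ratio of day 4 to day 1 was 1.08 in replicate 1 and 0.444 in replicate 2. The top 10 host genes held 45.92% and 42.63% of the host fragments on day 1 and 7.92% and 8.02% on day 4. Without these genes the ratio of day 4 to day 1 was 0.632 in replicate 1 and 0.277 in replicate 2. In LVP the ratio on day 4 was 3.26% ± 0.500. The RED parasite libraries held 14461 to 39737 fragments each.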

**Figure 2:**
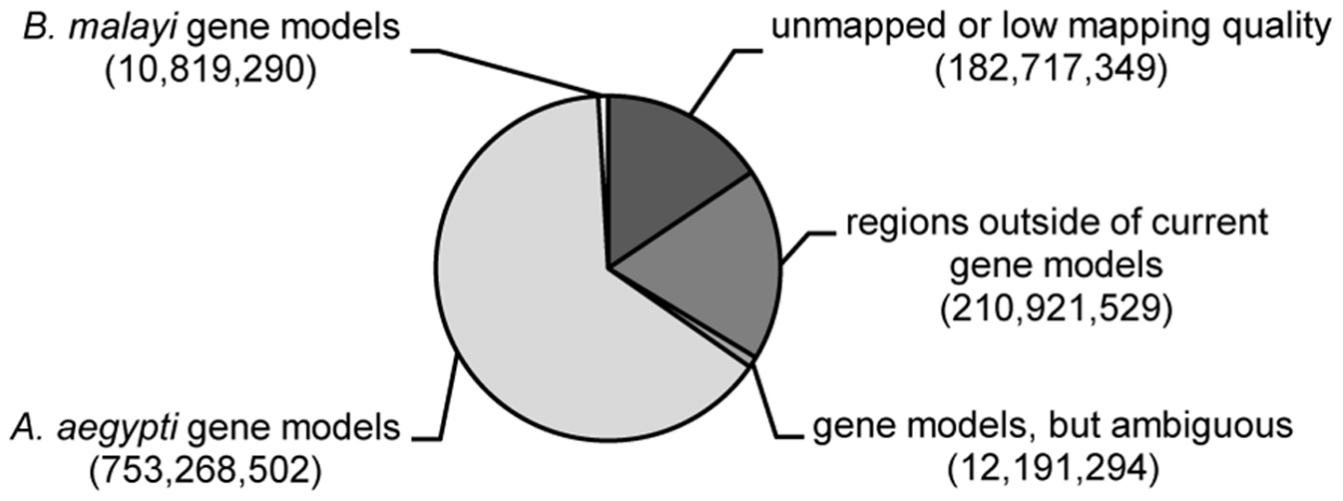
Sequencing reads aligned to the *Aedes aegypti* and *Brugia malayi* reference genomes. Overall composition of sequencing reads based on alignment to reference genomes, *Aedes aegypti* [VectorBase: AaegL1] and *Brugia malayi* [GenBank:DS236884-DS264093].

**Figure 3:**
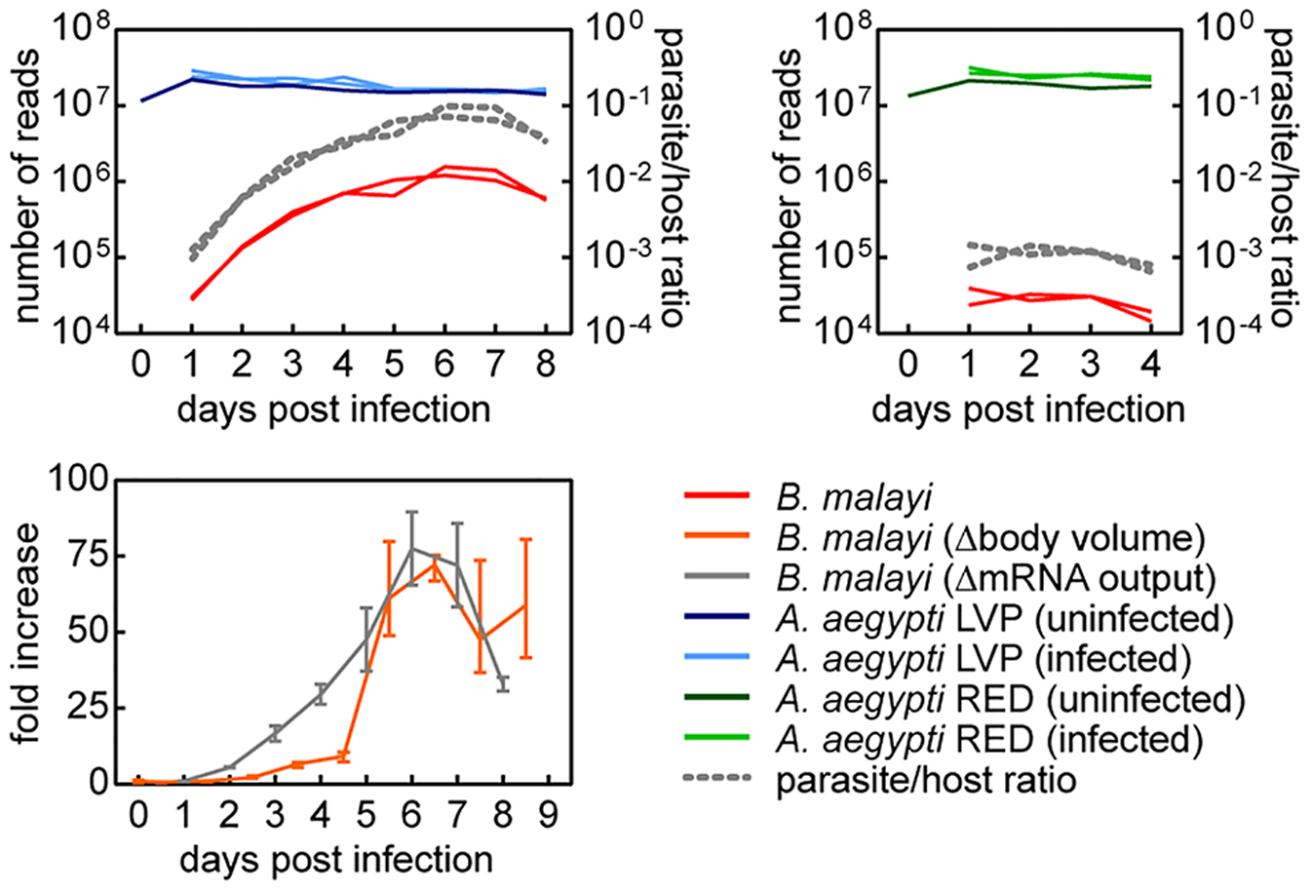
Total number of aligned paired-end reads. Upper panels represent paired-end reads that aligned unambiguously to the gene models of *Aedes aegypti* (left panel LVP, right panel RED) and *Brugia malayi*. Biological replicates were plotted as separate lines. The lower panel represents the relative changes in transcriptional output and body volume during *B. malayi* development in *Ae. aegypti* LVP. Temporal change in transcriptional output was estimated from parasite/host ratio of total read counts, assuming that the host mRNA output is constant over time. Volumetric calculations were based on measurements reported by Murthy and Sen [40] after approximating the shape of the worm to a cylinder. Error bars denote range.

Next, in both parasite and host, we examined genome-wide temporal changes in transcript expression patterns in an effort to better understand the dynamic progression of infection processes (Figure 4 and 5). Genes displaying statistically significant differences in mRNA abundance levels across time points were identified (negative binomial generalized linear model, likelihood ratio test, p<0.01 and fold-difference >2). These “non-flat” profiles were grouped and summarized into common temporal patterns using k-means clustering. 

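On log2(FPKM + pseudocount), 1816 of 10253 tested parasite genes changed between days 1 and 8 in LVP (adjusted p under 0.01 from limma's moderated F-test and a range among days above 1 on the log2 scale). The largest departure from day 1 was a rise for 1538 and a fall for 278, and its direction was the same in both replicates for each of the 1816. The genes were called on both replicates, which makes such agreement likely. In the host, 1715 of 12746 tested genes changed between days 0 and 8 in infected LVP, with 957 rising and 758 falling. With the replicate number as a block, 1676 parasite and 1783 host genes changed. Parasite samples with the same replicate number, taken from the labels, did not deviate together across genes (mean correlation of deviations -0.004). Host samples did so weakly (0.072). Counting error lowers such a correlation, so it does not show that pairing was absent in the parasite. Thinning every library to the smallest moved the parasite count to 440, and the pseudocount 10 times lower moved it to 477. In simulated data with 200 genes changed by a fold of 4, the parasite test recovered 82% with 0.6% false calls. The simulated changes were placed in genes with many fragments and on later days, when LVP libraries were deep. Changes starting at the shallow day 1, or in genes with few fragments, were not simulated. The weights of the test were themselves chosen on simulated data.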

Mean expression changes between sequential time points were computed and visualized to better evaluate the temporal dynamics across clusters in reference to specific time periods. In addition, Gene Ontology (GO) terms statistically over-represented in each cluster were compiled to help interpret the biological implications of expression patterns (Figure 5).

**Figure 4:**
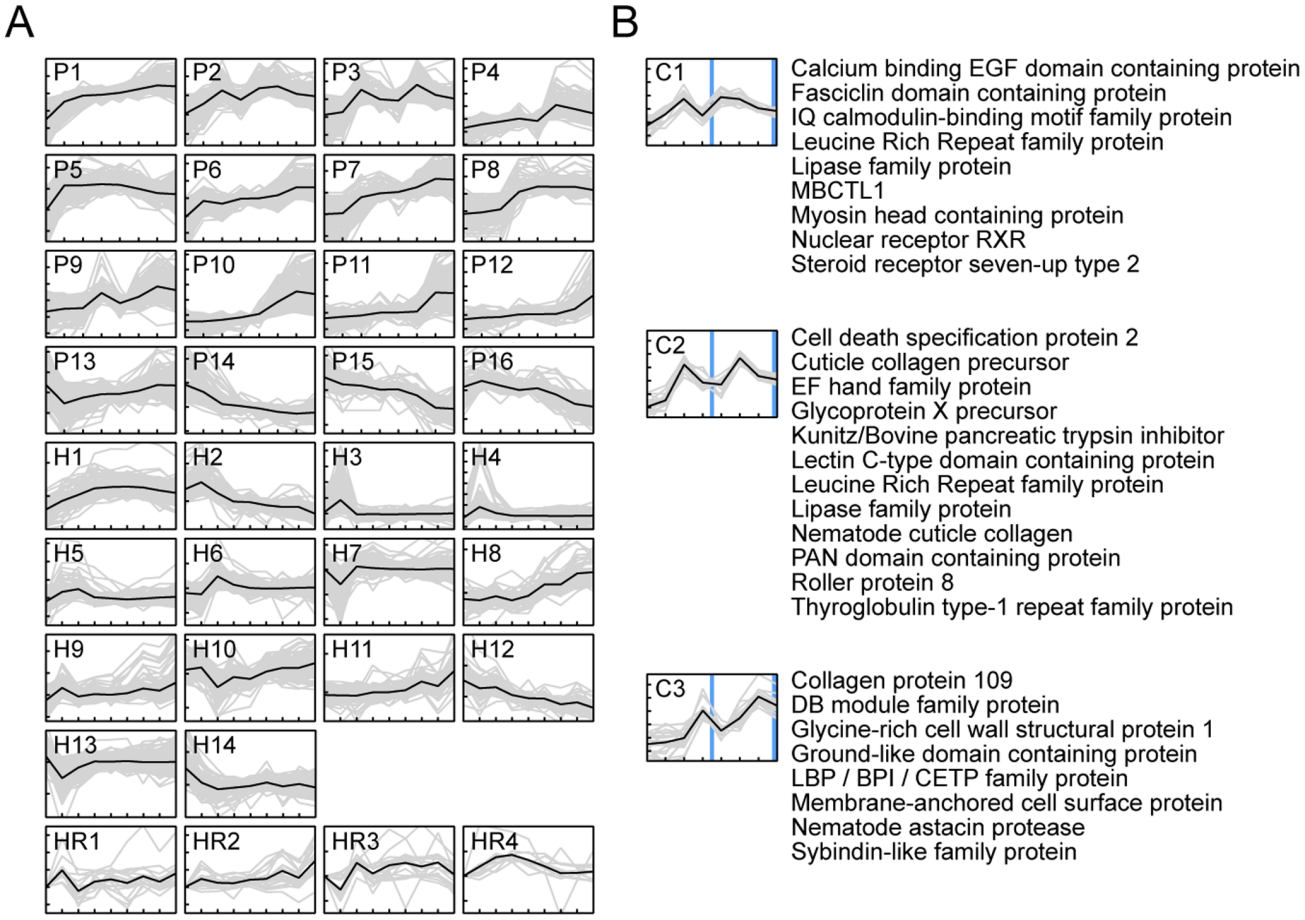
Time-course transcript abundance profiles. The vertical scale displays log_2_ fold-change in increments of 2, and the horizontal scale displays time in days. (**A**) Non-flat profiles (p<0.01 and maximum fold-difference among time points >2) were grouped into common temporal patterns using k-means clustering. Black lines represent mean expression profiles; P1–16, k-means clusters of *Brugia malayi* during development in *Aedes aegypti* LVP between day 1 and 8 post infection; H1–14, k-means clusters of *Ae. aegypti* LVP infected with *B. malayi* between day 0 and 8 post infection; and HR1–4, host response profile comparing infected vs. uninfected *A. aegypti* LVP. (**B**) *B. malayi* transcripts displaying periodic patterns with respect to molting events (blue vertical lines) during development in *Ae. aegypti* LVP. For each temporal pattern with distinct kinetics the top 20 transcripts displaying the greatest magnitude of change were plotted along with their respective gene descriptions (C1–3). Uninformative annotations (e.g., hypothetical proteins) were omitted.

**Figure 5:**
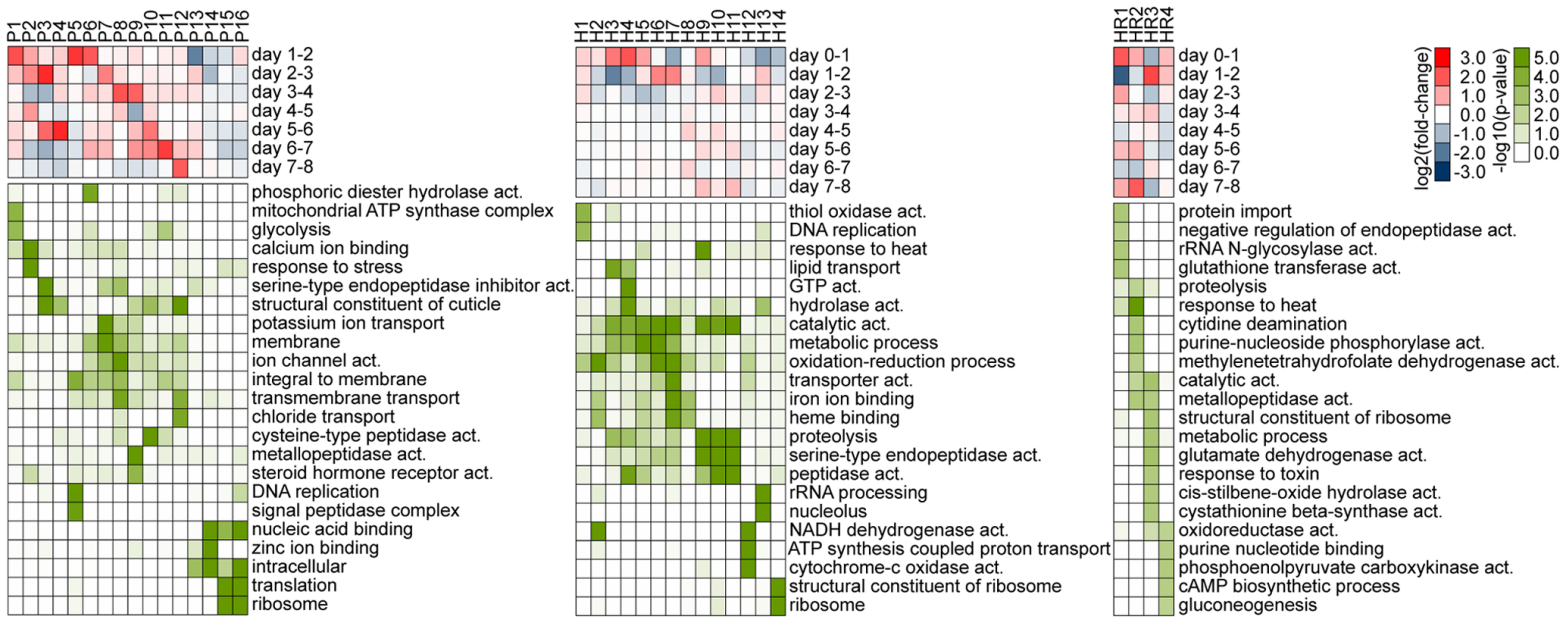
Temporal expression dynamics across clusters. Mean expression changes between sequential time points (red-blue), and over-represented Gene Ontology (GO) terms (green-white) for gene clusters shown in Figure 4A. Significant GO terms were summarized into a representative subset (see Dataset S1 for a full list of terms).

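Distances between the LVP parasite profiles of different days were taken as the root mean square of the 500 largest log2 differences for each pair of days. Successive days were 2.25 apart on average and other pairs 3.71, a ratio of 0.607, and days 1 and 8 were 5.21 apart. For each of the 8 days the nearest profile was that of a neighbouring day. With every library thinned to the smallest the ratio was 0.856, and the nearest profile was a neighbouring day for 7 of the 8 days.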

An overall assessment of the transcriptional dynamics in *B. malayi* during successful development from mf to L3 indicated a progressive and complex turnover in transcriptional contents (Figure 4 and 5). Abundant transcripts at day one diminished over time, and new sets of transcripts emerged as the parasite developed. 

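Abundant genes were chosen in one replicate and their change was measured in the other. Of the 100 most abundant parasite genes of day 1 in replicate 1, 87 decreased by more than 1 log2 unit between days 1 and 8 in replicate 2, and 5 increased by more than that. Their median log2 change was -2.03. With the replicates exchanged, 87 decreased and 4 increased, with a median of -1.87. Of the 100 most abundant genes of day 8 in replicate 1, 87 increased by more than 1 log2 unit and 4 decreased in replicate 2, with a median log2 change of 6.29. With the replicates exchanged, 88 increased and 3 decreased, with a median of 6.17.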

Although some expression clusters displayed patterns of gradual incremental changes, a more prevalent cluster type was marked by patterns of disproportionately larger change at specific time intervals followed by transition to a new steady level. 

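Among the 1816 parasite genes that changed over time in LVP, the largest change between successive days made up at least 50% of the whole range of the gene for 916 genes. This largest change fell in the same interval in both replicates for 937 genes.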

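The largest single-day change of the 1816 parasite genes fell between days 1 and 2 for 357 genes, days 2 and 3 for 214, days 3 and 4 for 184 and days 4 and 5 for 82. It fell between days 5 and 6 for 277 genes, days 6 and 7 for 578 and days 7 and 8 for 124. Rises outnumbered falls in each interval, with 390 rises and 188 falls between days 6 and 7 and 71 rises and 11 falls between days 4 and 5. The paper describes such steps together as waves of transcription.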

Collectively, these state-transitioning patterns form a series of transcriptional “waves”, characteristic of developmental programs imposing order on cellular biogenesis [41]. 

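A parasite gene was counted as cyclical when its LVP profile rose to a peak on days 2 to 4, fell, and rose to a second peak on days 5 to 7, each change being at least 1 log2 unit and in the same direction in both replicates. Of the 1816 genes that changed over time, 154 met this. With changes of at least 0.5 the count was 260, with changes of at least 2 it was 63, and with the pseudocount 10 times higher it was 40. The days put in 100 random orders gave a median of 382.5 genes, and 81 of the orders gave as many as the true order or more. Neighbouring days were alike, and reordering parts them, which makes peaks more frequent. The comparison therefore neither shows nor excludes a molting cycle.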

Cyclical patterns also were evident, consistent with gene transcription associated with recurrent processes underlying nematode molting [42]. The thoracic tissue of the mosquito in which filarial worms developed also underwent extensive transcriptional changes (Figure 4 and 5). 

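In infected LVP thoraces, 1715 of 12746 host genes changed between days 0 and 8 (adjusted p under 0.01 from limma's moderated F-test and a log2 range above 1). The median log2 range of these genes was 1.59. AAEL007599 rose by 12.32 on the log2 scale from day 0 to day 1 (standard error 0.40, adjusted p = 1.97e-12 from limma), and AAEL006138 by 12.65 (standard error 1.10, adjusted p = 9.21e-07 from limma). AAEL003881 fell by 7.21 from day 0 to day 7 and AAEL002185 fell by 4.98 from day 0 to day 8. All 4 moved the same way in both replicates. The files do not pair these identifiers with names. The count without the authors' scaling factor per library was 4931, the largest change among the settings tried. Day 0 is a single non-blood-fed library.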

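Across the 1715 host genes that changed over time in infected LVP, the log2 changes of infected and uninfected mosquitoes correlated at r = 0.954 between days 0 and 1, and at 0.918 between days 1 and 2. Genes are not independent replicates, and infected and uninfected changes from day 0 share the day 0 library. For the later steps between successive days the same correlation was 0.698, 0.353, 0.584, 0.277, 0.298 and -0.111 in turn. Over all 12746 tested genes it was 0.699 between days 1 and 2. Of the 1715 genes, 1378 (80.3%) also had a log2 range above 1 in uninfected LVP, which had 1 library per day. Comparing infected and uninfected profiles, the paper states that normal activities such as the blood-feeding response account for a large part of the changes over time.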

Comparisons of infected and uninfected host profiles indicated that normal physiological activities of the mosquito, most notably those related to blood-feeding responses, were accountable for a large proportion of these time-dependent expression changes ([43] and Figure 6). 

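Between days 0 and 1, 1166 of 12746 host genes changed by more than 1 log2 unit in infected LVP and 1095 in uninfected LVP. Between days 1 and 2 the numbers were 936 and 1275. They dropped to 165 and 271 between days 2 and 3, and to 20 and 193 between days 3 and 4. From day 4 on, 9 to 66 genes changed by this much per interval in infected LVP. Uninfected LVP has a single library per day, and infected values are means of 2, so that noise is larger in the uninfected numbers.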

Concordantly, overall transcriptome dynamics were considerably higher during the first two days after blood feeding. Infection-induced gene expression changes, on the other hand, exhibited distinct temporal kinetics that appeared to reflect closely the histological phenotypes previously described in filarial worm infected *Ae. aegypti* muscle tissues (e.g., [10], [11]). 

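Comparing infected with uninfected LVP on each day, 73 of 12746 host genes differed (adjusted p under 0.01 from limma's moderated F-test over 8 days and a largest log2 difference above 1). The largest difference was higher in infected mosquitoes for 64 genes and lower for 9, and both infected replicates gave the same direction for all 73. It fell on day 1 for 16 genes, day 2 for 7, day 3 for 8, day 4 for 4, day 5 for 3, day 6 for 4, day 7 for 2 and day 8 for 29. With the replicate block 65 genes differed, and a fit with LVP libraries only gave 48. The uninfected libraries are single, and the error comes from the infected replicates. The genes were called on both replicates, against the same uninfected libraries, so their agreement in direction is no independent support.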

In the following sections, we describe and discuss the temporal coordination of parasite and host gene expression along the developmental timeline of filarial worm-mosquito interactions.

**Figure 6:**
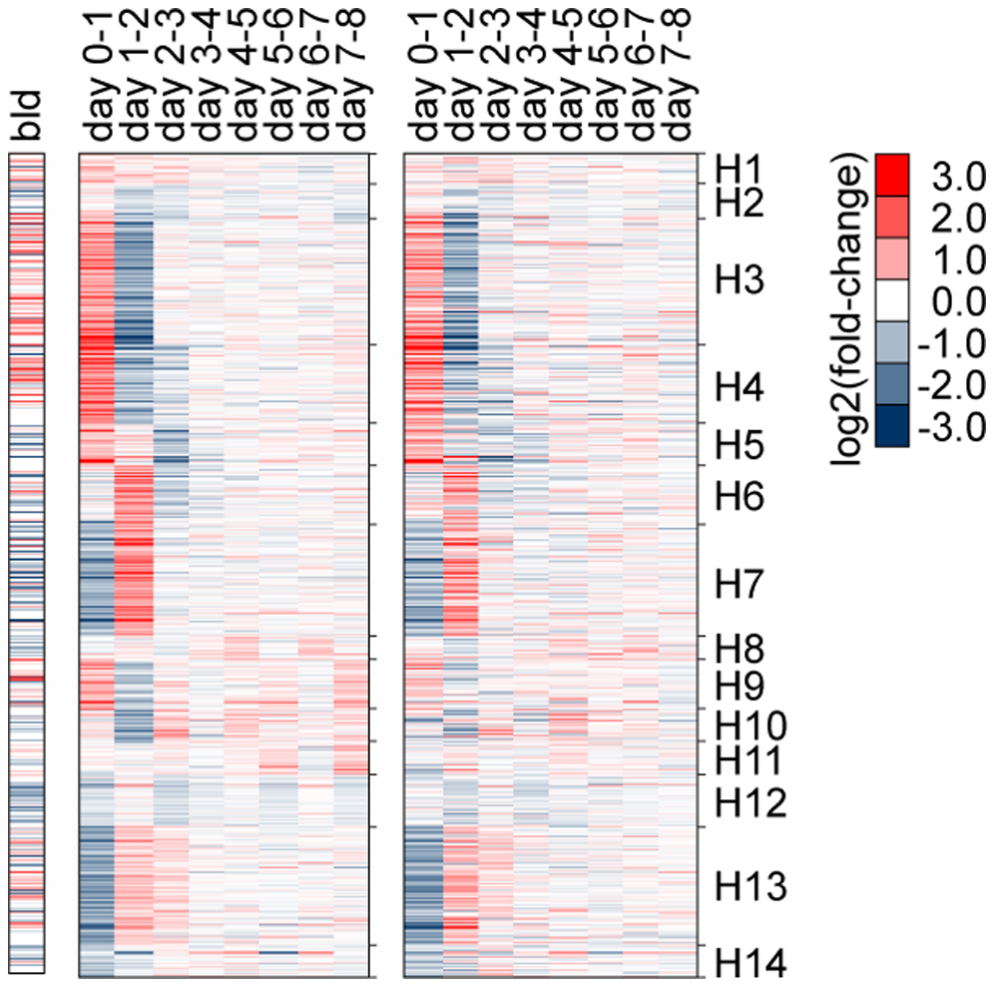
Functional composition of mosquito transcripts. Transcript abundance changes in *Aedes aegypti* gene clusters H1–14 (Figures 4 and 5) as compared to blood vs. sugar fed whole mosquitoes at five hours after bloodmeal reported in Bonizzoni et al. (bld) [43]. *Brugia malayi*-infected (middle heatmap) and uninfected *Aedes aegypti* LVP (right heatmap) thoracic tissues between day zero and eight after bloodmeal (middle and right heat maps, respectively).

### Gene transcription dynamics from mf to L1

After ingestion with the bloodmeal, mf traverse the midgut epithelium within two hours and begin their migration through the hemocoel to the thoracic flight muscles [19]. Myofibrils are parted to form tunnels as larvae enter host cells, within which they lie uncoiled and parallel to muscle fibers [10]. Over the next two days, mf transform into shorter, sausage form larvae (L1). This process involves rearrangement and growth of preexisting microfilarial structures, as well as extensive cuticular reorganization [44]. RNA-seq expression profiles of *B. malayi* indicated that, between days one and two, transcriptional induction was prominent among gene clusters P1, P5 and P6 (Figure 4A). 

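The clusters are those the authors formed from the same libraries. Genes with a cluster in the part of the supplement that was read were used. From day 1 to day 2 the mean log2 change was 1.48 ± 0.109 (SD, n = 2 replicates) over 46 genes of cluster P1, 1.90 ± 0.163 over 74 genes of P5 and 1.52 ± 0.191 over 68 genes of P6. All 46, 74 and 68 genes increased. With the libraries thinned to the smallest, the steps were 1.15, 1.35 and 0.86. Day 1 libraries held 27771 and 30186 parasite fragments.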

GO categories associated with glycolysis, mitochondrial hydrogen-transporting ATP synthase, signal peptidase complex, DNA replication, and phosphoric diester hydrolase activity were overrepresented in these clusters. These data suggest that filarial worms respond transcriptionally to their changing metabolic and energy needs in the intracellular environment of their new host during re-initiation of larval development. Induction of genes involved in DNA replication likely is important for supporting increased cell division required for tissue differentiation. During this period, a decreasing trend was observed in clusters P13 and P14, and in the latter group, the pattern extended to day three. 

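From day 1 to day 2 the mean log2 change was -1.23 ± 0.512 (SD, n = 2 replicates) over 37 listed genes of cluster P13, with 36 of them decreasing, and -0.39 ± 0.478 over 20 listed genes of P14, with 16 decreasing. The P14 step was smaller than the spread between its replicates (-0.73 and -0.05). From day 2 to day 3, P14 changed by a further -0.67 ± 0.146, with 19 of 20 genes decreasing.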

Genes with nucleic acid or zinc ion binding activity were highly represented in these clusters, many of which are C2H2-type zinc finger proteins that may serve as *trans* regulators of gene expression [45].

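Of the genes named as C2H2 zinc finger proteins in the part of the supplement that was read, 31 were tested. Of the 37 listed genes of cluster P13 and the 20 of P14, 4 were among them. Over all 31 the mean log2 change from day 1 to day 2 was -0.04, with replicate values of -0.05 and -0.02, and 3 of the 31 changed over the 8 days at the thresholds of the limma test.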

In the mosquito host, a proportion of both parasitized and non-parasitized muscle fibers show signs of structural abnormality. Within the first two days after infection, nuclear and mitochondrial enlargement occurs, and the number of affected fibers, the proportion of organelles involved, and the degree of damage progressively increases as larval development proceeds. Although the proportion is very low, severe damage and cellular degeneration, likely caused by migrating mf, also appear early in infection, but without a progression in the number of affected fibers (see [11]). 

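By single days, 17 host genes were higher and 10 lower in infected than in uninfected LVP on day 1, at an adjusted p under 0.01 from limma and a log2 difference above 1. On days 2 to 5 the numbers of higher genes were 9, 7, 3 and 6. Small heat shock proteins are not named in the gene lists used here and could not be picked out. The genes with the largest rises are given by identifier, and whether they are heat shock proteins is not known here. AAEL013349 was 5.72 log2 units higher in infected LVP on day 8 (standard error 0.41, adjusted p = 9.55e-07 from limma), and AAEL013346 was 5.72 higher (standard error 0.49, adjusted p = 1.02e-06 from limma). Replicate values of AAEL013349 were 5.77 and 5.68. Uninfected mosquitoes had 1 library per day.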

The mosquito host response profile, representing transcript levels of infected animals relative to the uninfected controls, indicated that gene clusters HR1 and HR2 (Figure 4A), containing groups of stress response genes, such as small heat shock proteins with alpha-crystallin domains, displayed impulse-like patterns with acute dynamics during early infection. 

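The numbers of host genes higher in infected LVP were largest on the days 1, 6 and 8, with 17, 12 and 36 genes, against 2 on day 7 and 3 to 9 on days 2 to 5. Lower genes numbered 10 on day 1, 1 on day 3 and 1 on day 8. The median log2 difference of the 64 genes with a higher largest difference was 0.69, 0.59, 0.67, 0.95, 0.79, 0.95, 0.64 and 1.14 on days 1 to 8 in turn. This median was largest on day 8, and that of day 6 did not exceed that of day 4. The paper describes the levels of clusters HR1 and HR2, which were not tested here, and not counts of genes. It proposes a link between peaks of those genes on days 1, 6 and 8 and damage to the muscle.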

The distinct temporal pattern of induction among these genes, peaking at days one, six and eight, suggested a close link between the kinetics of the transcriptional response and the degree of cellular damage and mechanical disruption the host experiences as parasites penetrate into and out of muscle fiber, or actively ingest host cell contents.

Middle to late L1 development, from day three to the first molt that occurs between day four and five, is characterized by numerous mitotic divisions, lengthening of the body, and differentiation of internal structures, including a well-defined intestine and a divided-type esophagus (the anterior region muscular, the posterior glandular) that is formed around the pharyngeal thread of the mf [46]. *B. malayi* gene clusters P7 and P8 (Figure 4A), enriched with genes implicated in ion channel activity and transmembrane transport, exhibited transcriptional increase between days two and four, and their abundance levels were maintained on subsequent days. In addition, transient transcription increases were observed among clusters P2, P3 and P9 (Figure 4A), in which GO categories involved in calcium ion binding, response to stress, serpin activity, cuticle, metallopeptidase and steroid hormone receptor activity were overrepresented. 

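From day 2 to day 4 the mean log2 change was 1.70 ± 0.088 (SD, n = 2 replicates) over 32 listed genes of cluster P7 and 1.59 ± 0.362 over 30 of P8, and all of these genes increased. From day 4 to day 5, P7 changed by 0.07 ± 0.043 and P8 by 0.74 ± 0.381. From day 5 to day 8, P7 changed by 1.21 ± 0.031 and P8 by -0.08 ± 0.061.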

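From day 2 to day 3 the mean log2 change was 1.06 ± 0.171 (SD, n = 2 replicates) over 32 listed genes of cluster P2 and 2.45 ± 0.126 over 22 of P3. They then changed by -0.87 ± 0.152 and -1.39 ± 0.578 from day 3 to day 4. Cluster P9, with 40 listed genes, rose later, by 1.62 ± 0.472 from day 3 to day 4, and changed by -1.23 ± 0.381 from day 4 to day 5. Among the listed genes, 6 of 19 collagens and both astacin-type metalloproteases were in P2, P3 or P9.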

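After the fall, P2 rose by 0.94 ± 0.028 (SD, n = 2 replicates) from day 4 to day 5 and P3 by 1.77 ± 0.224 from day 5 to day 6. P9 rose by 1.00 ± 0.280 from day 5 to day 6 and by 1.15 ± 0.47 from day 6 to day 7. All values are mean log2 changes over the listed genes, and the authors grouped these genes by their changes in the same libraries.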

Interestingly, these clusters showed a second peak during second stage larvae (L2) development, forming a cyclical pattern with respect to molting events. 

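By the rule of rise, fall and second rise of at least 1 log2 unit in LVP, 154 parasite genes were periodic. The part of the supplement that was read lists 34 of them, all with a cluster, and 26 are in P2, P3 or P9. The clusters of the remaining genes were not read. Cuticle collagen dpy-7 precursor (Bm1_06810) rose by 5.11 to day 3, fell by 3.28 to day 4 and rose by 4.01 to day 6. Cuticle collagen 7 precursor (Bm1_11115) rose by 3.18 to day 4, fell by 1.88 to day 5 and rose by 6.65 to day 7. Taking the mean of both replicates only gave 155 genes, and thinning every library to the smallest gave 164.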

By filtering on the direction (increase or decrease) and magnitude of transcript abundance changes over time points, we identified genes showing strong periodic patterns where transcript levels oscillated between high levels during intermolt periods and low levels during ecdysis (Figure 4B). 

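The 154 periodic genes were spread over 7 combinations of peak days. The peaks were on days 3 and 6 for 71 genes, 4 and 7 for 49, 4 and 6 for 16, 3 and 5 for 10, 2 and 7 for 4, 2 and 5 for 2, and 3 and 7 for 2.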

Given our sampling rate, we could discern three groups with distinct kinetics, reaching their maximum levels at different times (C1–3).

Genes with pulsatile transcription dynamics identified in the present study included a number of structural and regulatory components (such as cuticular collagens, cuticle-digesting proteases and nuclear receptor transcription factors) that have been predicted to participate in various aspects of the molting process [42], [47]. 

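Of the genes listed with these names, 5 of 19 collagens were periodic by the rule of rise, fall and second rise. Among 2 listed astacin-type proteases 1 was, the zinc metalloproteinase toh-2 precursor (Bm1_07340), which rose by 1.92 to day 4, fell by 1.80 to day 5 and rose by 2.99 to day 7 on the log2 scale. The nuclear hormone receptor E75 (Bm1_55880), named in Fig. 8, rose by 3.25 to day 2, fell by 2.19 to day 3 and rose by 2.34 to day 5. None of the 5 nuclear hormone receptors named in the part of the supplement that was read met the rule.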

*B. malayi*, like all nematodes, progresses through its life stages via molts, each of which involves synthesis and secretion of a new cuticle, followed by separation and shedding of the old cuticle. From intracellular signaling to extracellular execution, molting requires a series of complex molecular reactions under tight spatiotemporal regulation at the level of the hypodermis. Also, equally critical to successful molting is a precise coordination of tissue development throughout the animal [48]. In this context, the specific ordering of gene clusters with cyclical patterns is highly intriguing and informative, shedding light on the temporal organization of molecular events underlying the periodic episodes of molting in relation to the progressive life stage transitions.

### Compensatory host response to parasite development

In addition to the initial wave of acute reactions to the invading parasites, the mosquito host's transcriptional responses to developing larvae also contained relatively moderate but sustained temporal patterns of induction, as illustrated in cluster HR4 (Figure 4A). These expression changes, extending mostly over the six to seven day period, likely reflect long-term chronic effects of filarial worm infection, part of which may represent a compensatory host response to energy and nutrient imbalances caused by intracellular parasite development. 

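Over days 1 to 8 together, 391 of 12423 host genes had an infection effect in LVP (adjusted p under 0.01 from limma with day as a factor). The effect is a mean over days, so a large difference on few days can also pass. Whether an effect lasted was not tested. Infected values were higher for 284 and lower for 107, the same in both replicates for each gene. Both replicates were compared with the same uninfected libraries. The median size of the effect was 0.405 on the log2 scale, and 25 of the 391 exceeded 1. AAEL013346 had the largest rise, at 3.38 (standard error 0.42, adjusted p = 0.000116 from limma), and AAEL013349 was 2.72 higher. AAEL003881 was lower, at -0.84 (standard error 0.14, adjusted p = 0.000700 from limma). With 8 infected libraries in place of 16, 17 genes were called without replicate 1 and 111 without replicate 2, of which 15 and 95 were among the 391. With the replicate block 388 genes differed.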

Overrepresented GO terms in this cluster included oxidoreductase activity, purine nucleotide binding, phosphoenolpyruvate carboxykinase activity, cAMP biosynthesis process, and gluconeogenesis. Because parasite-host interactions inherently involve two interconnected biological systems with a net flow of energy and nutrients, a metabolic perturbation likely is inevitable in the host [49]. It has been reported that in *Ae. aegypti*, filarial worm-infected muscle fibers show a large decrease in the amount of glycogen granules [44], and our data point to a transcriptional induction in the pathway of gluconeogenesis, by which cells synthesize glucose from metabolic precursors, such as glycogen. 

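Phosphoenolpyruvate carboxykinase is named for 3 host genes in the part of the supplement that was read. AAEL000080 was higher in infected LVP by 0.93 on the log2 scale over days 1 to 8 (standard error 0.15, adjusted p = 0.000913 from limma), with replicate values of 0.87 and 0.99. Its largest difference was 1.86 on day 4. AAEL000025 was 0.11 higher (adjusted p = 0.380 from limma) and AAEL000006 was -0.28 (adjusted p = 0.215 from limma), neither past the threshold. For adenylate cyclase, AAEL000062 was 0.29 higher (adjusted p = 0.0844 from limma), AAEL001047 0.06 higher (adjusted p = 0.565) and AAEL001034 -0.02 (adjusted p = 0.903). That part named no further gene of these kinds.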

Data further suggest that this shift in metabolic state likely involved regulation at the level of cAMP synthesis and phosphoenolpyruvate carboxykinase activity, the latter of which controls a rate-limiting step of the pathway. 

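In the part of the supplement that was read, glutathione transferase is named for 6 host genes, and none had an infection effect over days 1 to 8 at an adjusted p under 0.01 from limma. AAEL001071 was 0.21 higher on the log2 scale (standard error 0.10, adjusted p = 0.220 from limma), AAEL001061 0.16 higher (adjusted p = 0.475) and AAEL001090 -0.12 (adjusted p = 0.445). The other 3, AAEL000092, AAEL001054 and AAEL001078, lay at 0.02, -0.08 and -0.10. Glutathione peroxidase is not among the listed names used here.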

Another notable feature of the infected host tissue transcriptome was the observed expression changes in glutathione transferase and glutathione peroxidase, whose main functions are to inactivate toxic products of oxygen metabolism. Induction of these antioxidative enzymes could be functioning to enhance protection from oxidative damage, or alternatively, this also may change the redox state of the host cell environment to favor parasite survival [50].

### Gene transcription dynamics from L2 to L3

By day five, the first molt is complete, which marks the transition between L1 and L2. At this time, L2s begin feeding through their open stoma and newly developed pharynx with a complete cuticularized lumen. Flight muscle mitochondria of the mosquito appear within the larval esophagus and midgut after six days of development, indicating active tissue ingestion [51]. During the following days, the larvae elongate and the gut undergoes further development. The rectum, however, remains closed with an anal plug, preventing egress of larval gut contents into host tissue. This could represent one of the mechanisms by which filarial worms restrict trauma to the host cell during their intracellular development [52]. The lumen of the rectum is then formed within the anal vesicle just before the molt to the third stage [46]. Between days five and six, the genital primordium is formed, the position of which differs in males and females; it is at or just behind the esophago-intestinal junction in males, and at the midesophageal level in females [53]. During the middle to late L2 stage, the body wall consists of cuticle, chords (differentiated small dorso-ventral chords and broad lateral chords) and muscle components. A slight loosening of the cuticle at the head and tail is typically observed at day seven. By day eight, most larvae have either completed the second molt or are in the process of molting. Within a day or two, L3 migrate from the thoracic muscles through the head to the labium of the proboscis, from which they exit the mosquito during blood-feeding to infect the mammalian host. During L2 development in *B. malayi*, a diverse set of genes in clusters P2, P3 and P9, with oscillatory expression patterns, exhibited their second peak of transcription (Figure 4A). 

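From day 5 to day 7 the mean log2 change was 1.53 ± 0.380 (SD, n = 2 replicates) over 31 listed genes of cluster P4, 2.91 ± 0.046 over 59 of P10 and 2.26 ± 0.522 over 56 of P11. For P4 the step from day 5 to day 6 alone was 2.47 ± 0.017. All 59 and 56 genes of P10 and P11 increased from day 5 to day 7, and 29 of 31 of P4. Without the authors' scaling factor the P10 step was 2.58.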

Clusters P4, P10 and P11, on the other hand, showed state-transitioning patterns with transcriptional induction between days five and seven. These likely represent specific processes that were initiated during the L2 developmental period. Overrepresented GO categories in these clusters included cysteine-type peptidase activity, structural constituent of cuticle and glycolysis. 

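From day 7 to day 8 the mean log2 change of 42 listed genes of cluster P12 was 1.61 ± 0.163 (SD, n = 2 replicates), with all 42 increasing. Thinned to the smallest library, the step was 2.38.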

Subsequently, between days seven and eight, transcript levels increased in cluster P12, in which gene sets associated with cuticle components, transmembrane transport and chloride transport were enriched. Together, these clusters encompassed a large array of functional categories, as well as genes with unknown function. Although the magnitude of change was comparatively small, clusters P15 and P16 showed a decreasing trend over the period of L2 development (Figure 4A). 

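From day 5 to day 8 the mean log2 change was -1.06 ± 0.103 (SD, n = 2 replicates) over 43 listed genes of cluster P15 and -1.22 ± 0.188 over 73 of P16, and all of them decreased. Without the authors' scaling factor the means were -1.30 and -1.48, and with RLE normalization they were -0.88 and -1.04.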

Enrichment of genes implicated in ribosome, translation and nucleic acid binding in these clusters suggested that genes involved in basal cellular activity were expressed in lower levels during late L2 and L3 compared to those at earlier stages (Figure 5). 

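The Shannon index of parasite counts in LVP was 11.8 ± 0.017 bits (SD, n = 2) on day 6, 11.4 ± 0.068 on day 7 and 11.4 ± 0.106 on day 8. The difference between days 8 and 6 was -0.346 bits, with replicate differences of -0.283 and -0.409. It was -0.342 with each library thinned to the smallest, -0.374 on counts divided by gene length and -0.340 on the summed replicates. From this decrease the paper proposes an uneven distribution of transcript abundances.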

Overall, these data suggest a considerable change in the organism's transcript composition and a relatively uneven distribution of transcript abundances (as supported by the decrease in Shannon Diversity Index [54] between days six and eight; Figure 7) in the second stage during which high levels of cellular differentiation and tissue development occur. Nevertheless, such interpretation requires caution because our temporal data are confounded with variations in transcript detection limits, due to the differences in sequence sampling depth over time (Figure 3 and 7).

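The parasite fragments in the LVP libraries were 27771 and 30186 on day 1, 696971 and 703267 on day 4, 1202230 and 1561748 on day 6 and 604909 and 569897 on day 8. The Shannon index rose from day 1 to day 4 by 0.671 bits at full depth and by 0.420 at equal depth.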

**Figure 7:**
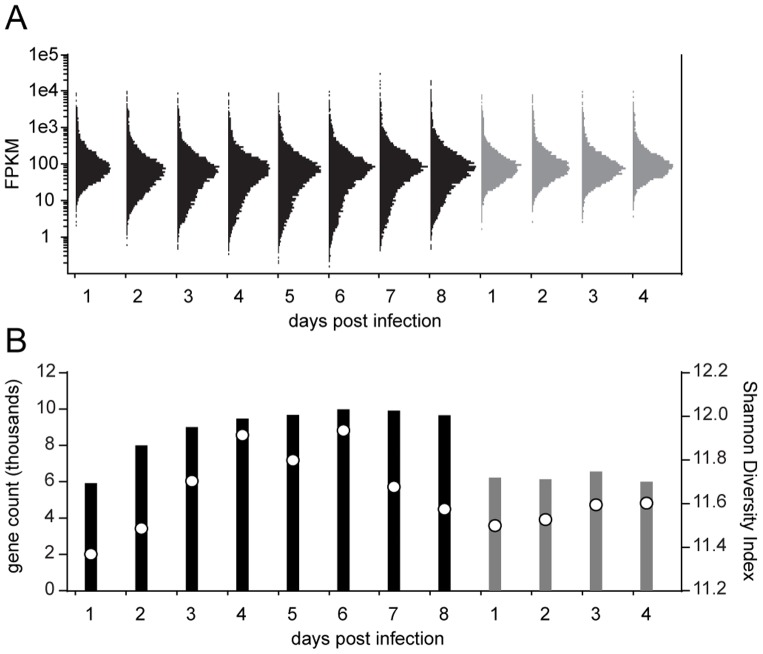
Sampling depth increased over time. (**A**) Frequency distribution of *Brugia malayi* genes over FPKM (fragments per kilobase of exon model per million fragments mapped) values. Black and grey: development in *Aedes aegypti* LVP and RED, respectively. The area of each distribution curve is proportional to the total number of detected genes for each condition (FPKM>0) (**B**). Circles represent Shannon Diversity Index values. These data show that increase in sequence sampling depth due to parasite growth (Figure 3) results in the detection of additional genes, mostly transcribed at lower levels, as evidenced by the asymmetrical broadening of shoulders in histograms.

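Genes with a fragment in LVP numbered 4891 and 4775 on day 1, 7428 and 7317 on day 2, 9146 and 8957 on day 4, 9554 and 9692 on day 6 and 9307 and 9190 on day 8. With every library thinned to the smallest, the numbers were 3933 and 3807 on day 1, 4570 and 4577 on day 4 and 4517 and 4398 on day 8.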

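Infected LVP had 12 host genes above uninfected LVP on day 6, 2 on day 7 and 36 on day 8, at an adjusted p under 0.01 from limma and a log2 difference above 1. On day 8, 1 gene was lower. Of the 73 genes that differed on any day, 29 had their largest difference on day 8, all higher in infected mosquitoes. Of 2 genes listed as heat shock proteins, AAEL001052 was 0.25 higher over days 1 to 8 (adjusted p = 0.0337 from limma) and AAEL000301 was -0.04 (adjusted p = 0.770 from limma). Names were read for part of the host genes only, so these 2 genes do not test the heat shock response the paper describes. The largest rises on day 8 were those of AAEL013349 and AAEL013346, at 5.72 each on the log2 scale. Both are without a name here.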

The mosquito transcriptional response during L2 development leading to L3 emergence was largely characterized by further induction of stress response genes of the heat shock protein family, many of which were responsive at the onset of infection (clusters HR1 and HR2). These may play a crucial role in the repair process of the host cell by serving as molecular chaperones, and thereby possibly suppressing or delaying necrosis during intracellular parasite development [55]. One striking observation from past histological studies is that, despite the large increase in parasite size and host tissue consumption, almost all infected cells harboring live larvae do not undergo cellular breakdown or degeneration until larval development is complete and the L3s migrate out of the flight muscle fibers [10], [11]. It is thought that some physical or chemical factor associated with the terminal phase of larval development causes significant damage above a tolerable threshold, initiating necrosis. It remains unknown whether filarial worms actively modulate host cell survival in an effort to conserve their habitat. In *Ae. aegypti* about 5–15% of all fibers eventually degenerate completely, which represents a permanent loss of contractile capacity, likely contributing to decreased flight activity and longevity [56]–[58].

### Influence of host environment on parasite gene transcription

*B. malayi* gene expression changes discussed thus far underlie successful developmental progression to the infective stage, which is dependent on the mosquito host tissue environment. Changing the genetic background of the host to an incompatible strain (RED) results in a failure of the parasite to develop and survive. 

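For each parasite gene, the change from day 1 in LVP minus the change from day 1 in RED was tested on days 2 to 4 together, in 24 libraries. Of 10253 genes, 64 passed an adjusted p under 0.05 from limma's moderated F-test, and 1606 had an unadjusted p under 0.05. The largest difference was higher in LVP for 54 and lower for 10. The 64 genes had a median of 9.5 fragments in the 8 RED libraries together, against 7 for all tested genes, and 8 had none. Counts of genes varied widely with the processing: 13 with the replicate block, 144 with days 1 to 4 only and 0 with every library thinned to the smallest, where 414 genes had an unadjusted p under 0.05.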

Using a negative binomial generalized linear model, we assessed time dependent transcriptional changes between days one and four that were different in *B. malayi* depending on host environment, i.e., compatible (LVP) versus incompatible (RED). The most significant transcriptional alterations, as judged by statistical evidence, are presented in Figure 8 (p<0.05). 

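All 32 genes drawn in Fig. 8 were tested. Each had an unadjusted p under 0.05 in limma's moderated F-test, and 8 had an adjusted p under 0.05. With every library thinned to the smallest, 0 of the 32 had an adjusted p under 0.05. The 12 genes drawn as higher in LVP had a positive difference on all 3 days, and the 7 drawn as higher in RED a negative one on all 3 days. The remaining genes were drawn with mixed signs. The authors chose the genes for this difference in the same libraries, so the signs and unadjusted p-values are no independent support. The 32 genes had a median of 37 fragments in the 8 RED libraries together, and 3 of them had 10 or fewer.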

Our data indicated that transcripts encoding hAT family dimerization domain containing protein, transmembrane protein, Leucine Rich Repeat family protein, dehydrogenases, and spectrins, among others, showed an increasing trend during successful parasite development. 

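Transmembrane protein (Bm1_55295) changed more in LVP than in RED by 4.63, 5.49 and 3.79 on days 2, 3 and 4 (adjusted p = 0.0118 from limma's moderated F-test). The hAT family gene (Bm1_41565) differed by 3.28, 1.42 and 3.68 (adjusted p = 0.0411 from limma). Beta-G spectrin (Bm1_52790) differed by 1.59, 2.08 and 1.97 (adjusted p = 0.0619 from limma) and spectrin alpha chain (Bm1_27855) by 1.02, 1.21 and 1.51 (adjusted p = 0.195 from limma). The dehydrogenase (Bm1_54290) differed by 0.40, 5.02 and 6.45 (adjusted p = 0.0823 from limma), on 6 RED fragments. The Leucine Rich Repeat gene (Bm1_40135) differed by 2.18, 4.38 and 0.13 (adjusted p = 0.218 from limma). Values are log2 changes from day 1 in LVP minus those in RED, so the days of a gene share the day 1 baseline. On day 1 LVP held 1 fragment each of Bm1_55295 and Bm1_41565, and 0 of Bm1_54290 and Bm1_40135.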

In *Caenorhabditis elegans*, a mutation in β-spectrin resulted in retarded growth and paralysis, suggesting that it is required for normal nematode development [59]. 

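For the nuclear hormone receptor E75 (Bm1_55880) the log2 change from day 1 in LVP minus that in RED was 3.73, -0.66 and 3.61 on days 2, 3 and 4 (adjusted p = 0.0823 from limma's moderated F-test). A C2H2 zinc finger gene (Bm1_38815) differed by 3.40, 4.54 and 5.72 (adjusted p = 0.0285 from limma) and another (Bm1_55075) by -4.70, -5.74 and -7.37 (adjusted p = 0.0958 from limma). The 8 RED libraries together held 11 fragments of Bm1_55880, 11 of Bm1_38815 and 8 of Bm1_55075. On day 1, the baseline of all these differences, LVP held 0 fragments of Bm1_55880 and of Bm1_38815. RED held 0 of Bm1_55075 on that day.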

Of particular interest is the presence of putative transcriptional regulators in this list, such as nuclear hormone receptor and C2H2 type Zinc finger protein [60]. Although their specific function in *B. malayi* has not been elucidated, these could be involved in the control of key developmental pathways that are initiated during early larval development in the mosquito. Among the transcripts that showed an increasing trend in non-developing or dying worms, was a calpain gene that encodes a member of the Ca^2+^-dependent cysteine protease family. 

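For calpain 7 (Bm1_14050) the log2 change from day 1 in LVP minus that in RED was -2.58, -3.56 and -3.73 on days 2, 3 and 4 (standard errors 0.84, 0.79 and 0.79, adjusted p = 0.0505 from limma's moderated F-test). The 8 RED libraries together held 25 fragments of this gene. On day 1 RED held 0 of them, against 16 fragments in LVP. All 3 differences share this day 1 baseline, so they are not separate observations. With RLE normalization the gene passed the adjusted threshold of 0.05, and with every library thinned to the smallest it did not (adjusted p = 0.953 from limma). The paper proposes a link between calpain and the death of worms in RED.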

Calpain activation is an integral component of necrosis, and has been implicated in apoptotic cell death [61], which is consistent with the refractory host environment of the RED strain preventing filarial worm development, and the resultant death of the parasite (Table 1). However, because of the extensively divergent genetic backgrounds between RED and LVP, the host genetic factors that confer this lethal environment could not be reasonably inferred from the between-strain differences in the host tissue transcriptome.

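The infection effect in the host, infected minus uninfected, was compared between the strains on days 1 to 4. It differed for 6 of 12746 genes (adjusted p under 0.01 from limma's moderated F-test and a log2 difference above 1), and 375 had an unadjusted p under 0.05. The largest difference was higher in LVP for all 6. AAEL013284 had a difference of 5.05 on day 1 (standard error 0.32, adjusted p = 9.53e-06 from limma), with an infection effect of -2.73 in LVP and -7.77 in RED. The conserved hypothetical protein AAEL000500 had one of 4.07 (standard error 0.33, adjusted p = 0.000205 from limma). The uninfected groups have 1 library per strain and day. With the pseudocount 10 times lower, 0 genes differed, and 374 had an unadjusted p under 0.05. With voom, another limma fit on the worked-out fragments, 0 differed and 215 had an unadjusted p under 0.05. In simulated data voom did better than the reported fit in this comparison. For 4 of the 6 genes a strain difference cannot be told apart from a different timing of the blood-meal response.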

**Figure 8:**
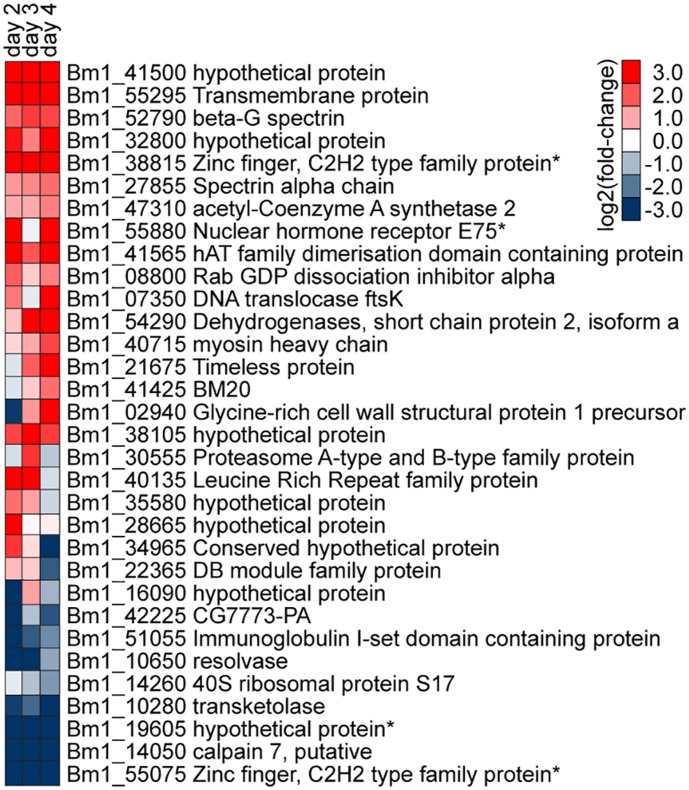
Functional composition of parasite transcripts that were different during infection of susceptible vs. refractory mosquitoes. *Brugia malayi* genes showing time dependent transcriptional changes (relative to day one) that are different during infection of *Aedes aegypti* LVP with respect to RED (i.e., log fold-change during infection of LVP – log fold-change during infection of RED). *Putative transcription factors predicted by DBD database [60].

### Mosquito-stage transcriptome of *B. malayi*

To further investigate the transcriptomic features of this heteroxenous parasite in the context of host transitions, we extended our analysis to include our previously reported RNA-seq profiles (see [30]) and comparatively analyzed the mosquito stages (L1, L2, and L3) relative to the mammalian stages (egg, microfilaria, L4, adult male, and adult female). To facilitate this comparison, read count data from individual libraries were combined per stage to construct expression profiles enriched for (or representative of) each life-cycle stages (Figure 9A). Sample relations based on multi-dimensional scaling (MDS) revealed a biologically plausible pattern where expression profiles of successive stages were overall more similar to each other. From these profiles, genes differentially transcribed in the mosquito stages relative to the mammalian stages were identified (p<0.01). Of the 413 significant genes, 200 genes displayed transcriptional induction predominantly during the mosquito stages (Figure 9B). Overrepresented among these genes were GO terms, such as proteolysis, cell adhesion, oxidation-reduction process, and malate metabolic process, as well as several Molecular Function terms that appear consistent with the above-mentioned Biological Process terms (p<0.01; Dataset S1). Peptidases and peptidase inhibitors, including cathepsins, serpins and cystatins were also strongly represented, which was in agreement with previous studies giving support to their possible role in essential developmental processes or specific interactions with the host [62], [63]. Enrichment analysis using KEGG pathway further highlighted pyruvate metabolism, citrate cycle, and arachidonic acid metabolism (p<0.01; Dataset S1). A closer look at individual metabolic genes indicated a highly specific induction among the key components of anaerobic mitochondrial pathways, such as phosphoenolpyruvate carboxykinase (GenBank:Bm1_25195), malic enzyme/malate dehydrogenase (GenBank:Bm1_04060, GenBank:Bm1_08150, GenBank:Bm1_46465, GenBank:Bm1_53540), and pyruvate dehydrogenase (GenBank:Bm1_26945) [64], [65]. Adult filarial worms are homolactate fermenters that primarily produce lactate via cytosolic pathways when glucose is in excess [66]. Our data suggested that anaerobic mitochondrial metabolism involving malate dismutation is likely activated during parasite development in the mosquito, increasing the total yield of ATP per mole of glucose metabolized. A developmental regulation in energy metabolism as such could represent an important adaptive strategy for survival when glucose concentrations become limiting in the host milieu [67]. Of the 200 genes associated specifically with parasite stages in the mosquito, 51 have been either predicted to be secreted or shown to be secreted at some stage in the life-cycle (Dataset S1) [53], [68]. These molecules, including protease inhibitors, carbohydrate-binding proteins, and the abundant larval transcript (ALT) proteins, possibly constitute an important part of the parasite-host interface, some of which could potentially impact nematode survival and progression of infection.

**Figure 9:**
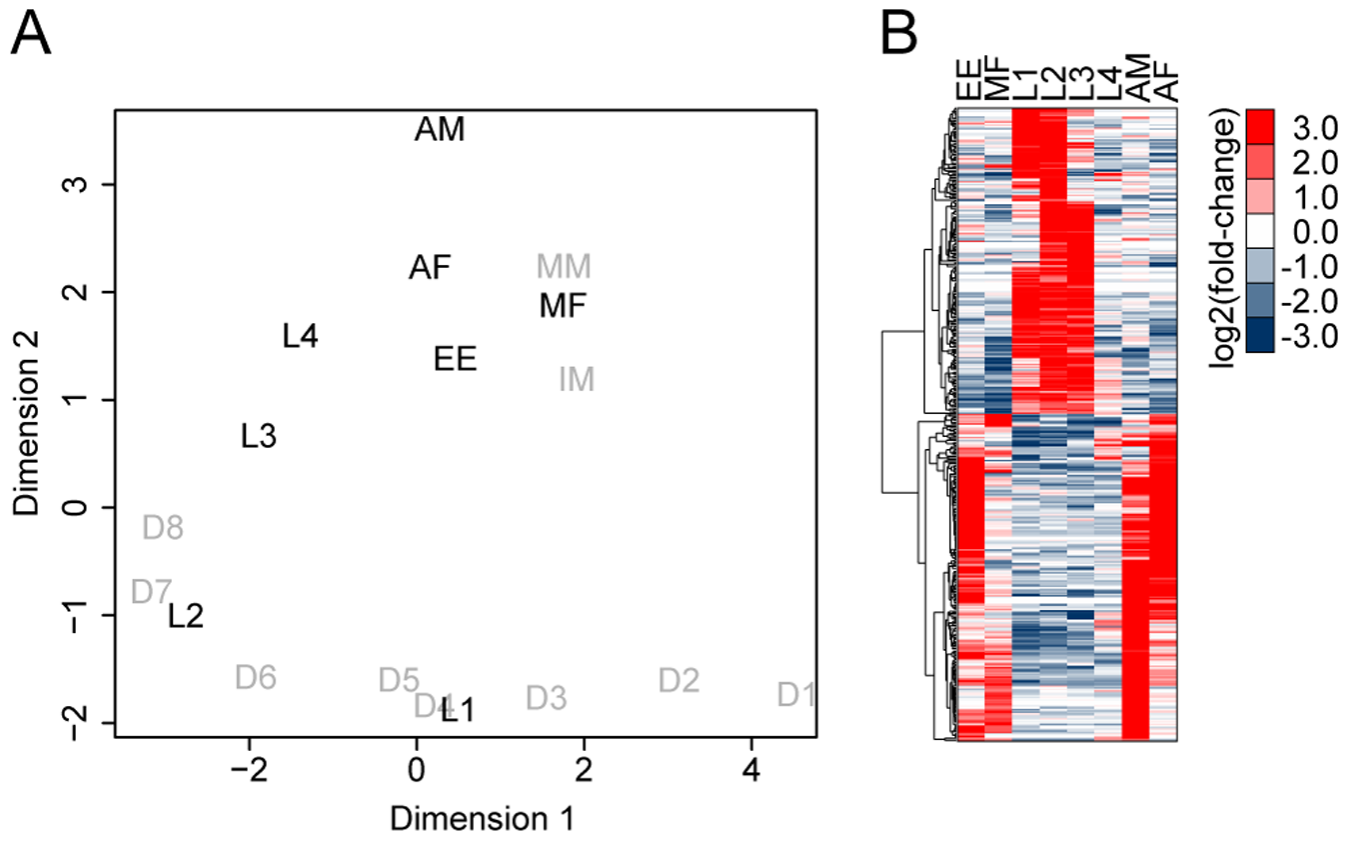
*Brugia malayi* expression profiles enriched for each life cycle stage. (**A**) Multi-dimensional scaling plot showing relatedness between transcript expression profiles of *Brugia malayi* life-cycle stages, including previously reported mammalian stages [30]. Read counts resulting from immature and mature microfilariae (IM and MM), mosquito stages between day 1 and 4 (D1–4), and between day 4 and 8 (D4–8) were combined to generate representative expression profiles enriched for microfilariae (MF), L1, and L2, respectively. AM and AF, adult male and female; EE, eggs/embryos. The resulting data set (indicated in black) were used to examine (**B**) *B. malayi* genes differentially transcribed during the mosquito stages relative to the mammalian stages (p<0.01).

Transcriptomic approaches have been instrumental in studying the developmental regulation of gene expression underlying filarial worm life-cycle progression [30], [69]–[72]. Advances in high-throughput nucleotide sequencing now enable us to interrogate the *in vivo* transcriptome dynamics of this metazoan parasite during its obligatory intracellular developmental phase in the mosquito host, which is critical for the maintenance of the disease cycle and transmission. Integrative analysis of the host transcriptome in a dual RNA-seq approach provides a high-resolution overview of the parasite-host system in which each partner's transcriptional state is dependent on the other partner. Studies of this nature will grow increasingly important in investigating the unique and common biological mechanisms that enable parasites to maintain their symbiotic association with the host, as well as the host strategies to counter parasitic infections, within a unified framework.

## Supporting Information

Dataset S1 A tabular representation of *Aedes aegypti* and *Brugia malayi* time course transcript abundance profiles and over-represented gene ontology (GO) terms; comparative analysis of *B. malayi* time course transcript abundance profiles during infection of compatible (LVP) versus non-compatible (RED) mosquitoes; life cycle transcript abundance profile and mosquito stage enriched expression patterns in *B. malayi*; Over-represented GO terms among the mosquito stage-enriched genes of *B. malayi*; Over-represented KEGG pathways among the mosquito stage-enriched genes of *B. malayi*; and putative secreted proteins among the mosquito stage-enriched genes of *B. malayi*. All time points and parasite stages are represented.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

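RNA from thoraces of *Ae. aegypti* was sequenced in 38 libraries. Infected LVP gave 16 libraries (2 replicates on each of days 1 to 8) and infected RED 8 (2 replicates on each of days 1 to 4). Uninfected blood-fed LVP gave 8 and RED 4, 1 pooled library per day, and each strain had 1 non-blood-fed library. Conditions and replicate numbers were taken from the sample labels and the methods.

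The authors aligned reads to the combined genomes of *Ae. aegypti* and *B. malayi* with TopHat, removed low-quality alignments and counted reads on gene models with HTSeq. The authors deposited FPKM values per gene for each species, with a scaling factor per library that acts like a normalization factor. The files hold no counts. The design set before the data were examined assumed counts, so the test was changed to one that fits FPKM, and the paper's negative binomial test was not repeated.

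Values of a gene stand in whole-number ratios between libraries once 1 factor per library is taken out. The files list 11440 parasite and 17113 host genes, of which 10596 and 15773 had a value above 0 in some library. Fragments were worked out from the ratios, with whole values for 100% of entries. Ratios between libraries do not cover the 343 parasite and 396 host genes found in 1 library only. The totals were 10817888 parasite and 753268141 host fragments. Factors and fragments were computed with Python 3.11.15 and numpy 2.4.6.

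Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + pseudocount), with pseudocounts of 1 (host) and 10 (parasite), moderated statistics with trend and robust settings, and Benjamini-Hochberg adjustment. A gene was kept when it exceeded 0.5 cpm in at least 2 libraries of the fit. The paper's filter on dispersion was not applied. Thresholds for changes over time and infection were an adjusted p under 0.01 with a fold above 2 (log2 above 1). For the infection effect averaged over days the threshold was an adjusted p under 0.01. For the strain comparison of parasite genes it was an adjusted p under 0.05.

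The order of choices matters for the parasite. All 7 tests were first run on the deposited values with equal weights for all libraries, before any test on simulated data. Tested on simulated data afterwards, equal weights gave 21.6% false calls for parasite genes changing over time with 200 genes changed by a fold of 4. Weights from counting error (dispersion 0.1, smallest variance 0.01) were then chosen from several fits by false calls and recovery in simulated data alone, but after counts under equal weights and voom had been seen. With these weights, 82% of changed genes were recovered with 0.6% false calls. In all simulated tests the changed genes were drawn from genes with many fragments. For parasite changes over time they changed on later days, when libraries were deep, so the recovery does not cover genes with few fragments. For the strain comparison, 0 genes were called with nothing changed, 7.5% of genes were recovered with 16.7% false calls at a fold of 4, and 84.5% with 8.6% at a fold of 64. No fit that recovered genes kept false calls of this comparison as low as aimed for. In the host, equal weights were kept. The test of a strain difference in infection effect recovered 35.5% with 7.8% false calls, and made 1 call with nothing changed. For this test voom did better, with 49% recovered, 3.9% false calls and 0 calls with nothing changed, and on the deposited data it called 0 genes, with 215 at an unadjusted p under 0.05. For changes over time in the parasite, voom called 1435 genes with nothing changed.

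Genes named in the text are those with the largest change past the threshold in the same direction in both replicates, and genes the paper names. Host names come only from the supplement. No identifier matched the RefSeq table. Cluster membership is that of the authors, for genes in the part of the supplement that was read.

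Depth differed between groups. Parasite fragments per library ranged from 27771 to 1561748 in LVP and from 14461 to 39737 in RED, so parasite values in RED and on day 1 carry a large counting error. Counting error is not the only error, since replicates were separate generations of mosquitoes. For the uninfected libraries, replicates were pooled and no error could be computed.

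Alternatives were RLE normalization, no filter, a replicate block, libraries thinned to the smallest, fits with fewer libraries, no fold threshold and each replicate left out. Other pseudocounts, no scaling factor, voom and equal weights were added after the data were examined. Libraries of mammalian stages, functional categories and body volume were not used here.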

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

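The tests of library size and of the share of a few genes were chosen after the result was seen, as were the tests on the 10 genes with the largest share and the separate count of splits that change the labels of day 1. The other tests were chosen before.

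In 2 groups of uninfected mosquitoes, 1 library lay far from the others. The 10 most abundant genes held 48.07% of the host fragments in the uninfected LVP library of day 1 and 48.81% in the uninfected RED library of day 1, and the scaling factor was 0.4937 times the fragments in the former. Among 15 groups tested, about 1 in 20 would be picked by chance. The share was also high in infected mosquitoes of day 1, at 48.34% and 40.48% in LVP and 45.92% and 42.63% in RED, and was 11.7% and 10.25% in the non-blood-fed libraries. This fits a response to the blood meal, which uninfected mosquitoes also took. Leaving out the scaling factor raised the number of host genes changing over days 0 to 8 from 1715 to 4931, which may reflect the depression of other genes by this share. The composition of the library and the response of the mosquito are not separated by this, since both come with day 1.

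For RED the paper's text reports no result of comparing infected with uninfected mosquitoes. Here 65 of 12746 host genes differed between infected and uninfected, 34 higher and 31 lower, and 60 had the largest difference on day 1. Of 81 splits of the libraries, 26 gave as many genes or more, the real one included. The other splits change, on some or all days, which of the 3 libraries of a day counts as uninfected, and so put an uninfected library among the infected ones. Of these splits, 27 keep the labels of day 1, where most of the genes had their largest difference, and so keep much of the effect. Among those 27, 19 gave as many genes or more, and among the 54 that change the labels of day 1, 7 did. The splits therefore leave open whether the number reflects infection. Thinned to the smallest library, 54 genes differed, so depth does not fully explain the count. Without the scaling factor 71 differed. The factor corrects for the share of a few genes, so this count does not test the share. On day 1 the 10 most abundant genes held 48.81% of the host fragments in uninfected RED, and 45.92% and 42.63% in infected RED. A difference in share would move the other genes in the same direction. On day 1 the higher genes had a median log2 difference of 1.51 and the lower ones of -2.96. With 34 higher and 31 lower, these values argue against the share as the cause for the genes as a set. Across the 65 genes, the infected minus uninfected difference on day 1 of RED correlated with the uninfected LVP change from day 1 to day 2 at r = 0.807. A different timing of the blood-meal response in infected and uninfected mosquitoes may therefore contribute, and an infection response cannot be told apart from it with 1 uninfected library per day. A fit with RED libraries only gave 0 genes, with 530 at an unadjusted p under 0.05.

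The infection effect differed between LVP and RED for 6 host genes, the difference itself being tested. For 4 of the 6, the largest difference was on day 1 and the gene changed by more than 1 log2 unit from day 1 to day 2 in both uninfected strains, so for these genes a strain difference in the response to infection cannot be told apart from a different timing of the blood-meal response. The other two genes did not meet this. Of 100 splits, 39 gave as many genes or more. Splits that exchange the strains on some days only turn a constant strain difference into a changing one, which limits this comparison.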

How the results depend on the processing

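The alternatives of normalization, filter, replicate block, thinning, subset of libraries and fold threshold were set before the data were examined. Pseudocounts, the scaling factor, voom and equal weights were added after the data were examined. The planned likelihood ratio test and size factors of count tools, their expression filter, the dispersion filter and a prior count of 2 were not run. They were planned for deposited counts, and the files hold FPKM.

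Parasite genes changing over time numbered 1816 and stayed between 1536 and 1910 with RLE normalization, no filter, a replicate block, LVP libraries only, no fold threshold, the pseudocount 10 times higher, no scaling factor and equal weights. The genes called changed more than their number. Of the 1816, 1081 were also called with the pseudocount 10 times higher, 1432 with LVP libraries only, 1461 without the scaling factor and 1490 with equal weights. Thinning gave 440, the pseudocount 10 times lower 477 and voom 3776. Depth limits this result, since thinning leaves each library with the 14461 fragments of the smallest. For voom the simulated data gave 1435 calls with nothing changed. Otherwise the cause was not tested.

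Host genes changing over time were 1715. The pseudocount 10 times higher gave 957 and the fit without scaling factor 4931, while 1485 to 2180 came from the others. Of the 1715, 1373 were also called without the scaling factor. The 73 genes differing between infected and uninfected LVP became 48 with LVP libraries only and 47 with the pseudocount 10 times higher, and 57 to 87 otherwise. Genes with an infection effect averaged over days were 391. The 2 fits that each left out 1 replicate gave 17 and 111, with 1861 and 2727 genes at an unadjusted p under 0.05. The other settings gave 340 to 478, with 309 of the 391 also called without the scaling factor. The cause was not tested.

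The 65 genes of infected against uninfected RED became 37 with the pseudocount 10 times higher, 35 with voom, and 0 with RED libraries only, where 530 had an unadjusted p under 0.05. The 6 genes whose infection effect differed between strains became 27 with no filter, 2 with days 1 to 4 only, 0 with the pseudocount 10 times lower (374 at an unadjusted p under 0.05) and 0 with voom (215), which on simulated data recovered more genes with fewer false calls in this test than the fit reported. The cause was not tested.

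The 64 parasite genes differing in time course between LVP and RED moved most. The replicate block gave 13, thinning 0 (414 at an unadjusted p under 0.05), days 1 to 4 only 144 (36 of the 64 among them), the pseudocount 10 times lower 9 and 10 times higher 771, no scaling factor 32, voom 2299 and equal weights 684. RLE normalization gave 49 and no filter 74. In simulated data with nothing changed, voom called 1482 and equal weights 175. The depth of RED libraries limits this result. Across all genes, same-numbered parasite libraries did not deviate together (mean correlation -0.004). Counting error in shallow libraries lowers such a correlation, so it does not show that pairing was absent. Replicates were separate generations of mosquitoes, so the count of 13 with the replicate block is not set aside by it.

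The ratio of parasite/host ratios on days 6 and 1 in LVP was 77.6. It was 71.4 as a share of all fragments and 47.4 without the 10 most abundant host genes. In RED the ratio of days 4 and 1 was 0.657, 0.401 without the 10 most abundant host genes, and from 0.444 to 1.08 across replicates left out. The Shannon index fell between days 6 and 8 in LVP under all settings tried, with differences of -0.268 to -0.409 bits. The correlation of infected and uninfected host changes between days 1 and 2 was 0.918. It was 0.954 for days 0 to 1, 0.699 over all genes and from 0.899 to 0.911 across replicates left out. The 154 cyclical genes became 260 with changes of at least 0.5, 63 with changes of at least 2 and 40 with the pseudocount 10 times higher, and 155 to 227 with the other settings. The cause was not tested.

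All 18 cluster changes read from the paper's text and Fig. 5 kept their direction under RLE normalization, thinning, other pseudocounts, no scaling factor and each replicate left out. The authors formed the clusters from the same libraries. One named gene changed direction: Bm1_16090, drawn in Fig. 8, was at -3.50 and went from -6.46 to 0.22 across the 2 fits without a replicate. Results for single genes, days or clusters were counted as pairs of a result with a setting, and 650 pairs stayed the same. In 108 pairs the value moved by more than the spread between replicates. In 61 pairs it was no longer past the threshold and in 21 it came to pass it. The same result can be counted under several settings.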

Differences from the paper's values

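Among the 1999 parasite genes in the part of the supplement that was read, the paper calls 705 changing over time, and 354 were called here, 334 of them in common. None of the alternatives set before the data were examined closed the gap (90 to 376). Voom gave 864, a setting chosen after seeing the values, which in simulated data called 1435 genes with nothing changed. In this comparison the paper's ranges and those here correlated at r = 0.891 across its 705 genes, and 504 of the 705 had an unadjusted p under 0.05 here. Among the 893 host genes read, the paper calls 226 changing over time, and 152 were called here, 151 of them in common. The host count went from 95 with the pseudocount 10 times higher to 392 without the scaling factor.

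The changes between strains that the paper calls most significant are about 32 genes in Fig. 8, read by eye, which need not be all that differed. Here 64 were called. None of the alternatives set before the data were examined gave the number drawn (49 with RLE normalization, 74 with no filter, 13 with the replicate block, 0 with thinning, where 414 had an unadjusted p under 0.05, and 144 with days 1 to 4 only). Without the authors' scaling factor the count was 32, a setting chosen after seeing the values. All 32 genes drawn had an unadjusted p under 0.05 here, and 8 passed the adjusted threshold. The authors chose them for this difference in the same libraries.

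For cluster P14 the paper describes a decreasing trend from day 1 to day 2. The mean log2 change here had this direction in both replicates (-0.73 and -0.05), and 16 of 20 genes decreased. The mean of -0.39 was smaller than the spread between replicates (SD 0.478).

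Clusters P7 and P8 are described in the paper as keeping their levels after day 4. The mean log2 change of P7 was 0.07 ± 0.043 (SD, n = 2 replicates) from day 4 to day 5 and 1.21 ± 0.031 from day 5 to day 8. That of P8 was 0.74 ± 0.381 from day 4 to day 5 and 0.65 ± 0.320 from day 4 to day 8.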

Other observations

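The tests on fewer fragments in the strain comparison and on reordered days were chosen after the result was seen. The others were chosen before.

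The difference between infected and uninfected LVP was set apart from other groupings. Of 100 splits of the libraries, 1, the real one, gave as many as 73 genes, and the others gave a median of 3 and at most 12. For the infection effect averaged over days, 1 of 100 gave as many as 391, and the others at most 4. The other splits change which of the 3 libraries of a day counts as uninfected. Uninfected libraries were pooled and infected ones were not. A pool of 2 replicates should lie between them, so pooling alone would not move most genes in the same direction. Of the 73 genes, 64 were higher in infected mosquitoes and 9 lower. Of the 391 genes, 284 were higher and 107 lower. These values argue against pooling alone as the cause for the higher genes, and leave it open for the lower ones.

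For parasite genes differing between LVP and RED, 33 of 100 splits gave as many as 64 genes or more. When RED was replaced by LVP libraries thinned to the RED depth, a median of 0 genes was called over 20 draws. The lowest was 0 and the highest 1. The thinned libraries came from the same samples as the LVP ones, so only the counting error of unequal depth was tested. How low depth acts together with variation between separate samples was not tested. With every library thinned to the smallest, 0 were called, and 414 of 8126 tested genes had an unadjusted p under 0.05. The loss of fragments or the absence of a strain difference could both give this, so thinning does not tell them apart. Of the 64 genes, 34 had 10 or fewer fragments in the RED libraries. Splits that exchange the strains on some days only turn a constant difference between strains into a changing one, so they leave open whether the count reflects the strain.

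In RED, 2 of the 4 parasite libraries of days 3 and 4 were nearest to the LVP profile of day 1 and the other 2 to day 2, at equal depth. Correlations across genes with days 1 and 2 were close, at 0.569 and 0.569 for day 3 and 0.551 and 0.548 for day 4 in replicate 1, and at 0.570 and 0.573 for day 3 and 0.572 and 0.575 for day 4 in replicate 2. Genes are not independent replicates. With LVP days 3 and 4 they were lower, at 0.563 and 0.536 for RED day 3 and 0.539 and 0.528 for RED day 4 in replicate 1. In replicate 2 they were 0.545 and 0.508 for RED day 3 and 0.558 and 0.521 for RED day 4. None of these libraries was therefore nearest to the LVP profile of its own day. Whether parasites in RED stay near the profile of day 1 rather than day 2 cannot be told from this.

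Genes of clusters P10, P11 and P12 were present in shallow libraries. Their mean share was 0.332% in the 8 RED libraries (SD 0.058) and 0.299% in the LVP day 1 libraries (SD 0.0054). The share is larger in RED, but by less than the spread among RED libraries. Reads assigned to the wrong index would make the share fall with depth. In LVP it was 0.303% and 0.295% on day 1, with 27771 and 30186 fragments. On day 3 it was 0.311% and 0.296%, with 401570 and 362149 fragments, so no fall with depth was seen. The mean log2 values of P10, P11 and P12 rose by 0.268, 0.234 and 0.236 over these days. Such a rise could hide a fall, so this explanation is not excluded.

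The replicates differed in parasite fragments on days 5 to 7. Across 1816 genes changing over time, the replicate difference correlated with the change from the day before to the day after at 0.158 on day 5, 0.566 on day 6 and 0.704 on day 7. Genes are not independent replicates. The replicates may have been at different points of development on days 6 and 7.

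The rise of the Shannon index from day 1 to day 4 in LVP was 0.671 bits at full depth and 0.420 at equal depth. At equal depth the index was 10.992 ± 0.005 bits (SD, n = 2) on day 1 and 11.127 ± 0.007 on day 2. It was 11.286 ± 0.060 on day 3 and 11.413 ± 0.014 on day 4. These values argue against depth as the whole cause of the rise, though each equal-depth value uses a single random draw. The number of cyclical genes does not stand out from other orders of the days, since 81 of 100 random orders gave as many as 154 or more. Neighbouring days were alike, with a distance ratio of 0.607 to other pairs, and reordering parts them, which makes peaks more frequent, so the comparison neither shows nor excludes a molting cycle.

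For the metabolic genes the paper names in mosquito stages, LVP values are given here without the mammalian libraries. Phosphoenolpyruvate carboxykinase (Bm1_25195) was at 250.3 ± 36.6 FPKM (SD, n = 2) on day 6, 1559 ± 375.5 on day 7 and 2990 ± 348.9 on day 8, and was at 0 on day 1. Pyruvate dehydrogenase (Bm1_26945) was 1223 ± 374 on day 7 and 2002 ± 642 on day 8. Of 4 genes named as malic enzyme or malate dehydrogenase, Bm1_08150 was highest on day 3 (1004 ± 42.7) and lowest on day 8 (45.3 ± 1.29). Bm1_04060 rose from 88.3 ± 6.26 on day 1 to 2492 ± 328.8 on day 8 and Bm1_53540 from 0 to 483 ± 42.4. Bm1_46465 stayed at 21.8 ± 9.56 or less.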
